# A porcine model of osteosarcoma

**DOI:** 10.1038/oncsis.2016.19

**Published:** 2016-03-14

**Authors:** A Saalfrank, K-P Janssen, M Ravon, K Flisikowski, S Eser, K Steiger, T Flisikowska, P Müller-Fliedner, É Schulze, C Brönner, A Gnann, E Kappe, B Böhm, B Schade, U Certa, D Saur, I Esposito, A Kind, A Schnieke

## Abstract

We previously produced pigs with a latent oncogenic *TP53* mutation. Humans with *TP53* germline mutations are predisposed to a wide spectrum of early-onset cancers, predominantly breast, brain, adrenal gland cancer, soft tissue sarcomas and osteosarcomas. Loss of p53 function has been observed in >50% of human cancers. Here we demonstrate that porcine mesenchymal stem cells (MSCs) convert to a transformed phenotype after activation of latent oncogenic *TP53*^*R167H*^ and *KRAS*^*G12D*^, and overexpression of MYC promotes tumorigenesis. The process mimics key molecular aspects of human sarcomagenesis. Transformed porcine MSCs exhibit genomic instability, with complex karyotypes, and develop into sarcomas on transplantation into immune-deficient mice. In pigs, heterozygous knockout of *TP53* was sufficient for spontaneous osteosarcoma development in older animals, whereas homozygous *TP53* knockout resulted in multiple large osteosarcomas in 7–8-month-old animals. This is the first report that engineered mutation of an endogenous tumour-suppressor gene leads to invasive cancer in pigs. Unlike in *Trp53* mutant mice, osteosarcoma developed in the long bones and skull, closely recapitulating the human disease. These animals thus promise a model for juvenile osteosarcoma, a relatively uncommon but devastating disease.

## Introduction

Animal models of human cancers are crucial for the development of urgently needed diagnostic and therapeutic techniques. Genetically modified mice are widely used, but their small size and short lifespan preclude some preclinical studies. It is, for example, difficult to scale down radiological, thermal or surgical treatment of tumours, or perform longitudinal studies of tumour progression and remission, or longer-term response to therapy.

Mouse and human cancer biology also differ. Murine cells are more easily transformed *in vitro* than human cells,^1^ and the set of genetic events required for tumorigenesis is different.^2^ Mouse models may therefore not always provide the best representation of human disease.

Pigs are increasingly important in biomedicine and offer valuable complementary resources for cancer research. The number of pigs genetically modified to replicate human diseases has increased dramatically.^3^ Valuable models such as cystic fibrosis and diabetes are established.^4, 5^ Work is also proceeding towards genetically defined porcine cancer models, such as inactivation of *BRCA1* for breast cancer,^6^ mutation of *TP53*^7^ and, as we have reported, knockout and conditional activation of mutant *TP53*,^8^ latent oncogenic *KRAS* mutation^9^ and truncating mutations of *APC* to model colorectal cancer.^10^ The relevance of pig cancer models depends on how closely they resemble human disease. Porcine cancer biology is a new field and many fundamental questions remain open. Not least, does replication of single or combined human oncogenic mutation(s) in a pig have an equivalent effect on cell transformation and tumorigenesis?

Sarcomas are a group of tumours originating from the mesenchyme. They fall into two categories: those with disease-specific chromosomal translocations, and those with complex unstable karyotypes. Sarcomas of the second type, for example, fibrosarcoma, liposarcoma, chondrosarcoma and osteosarcoma, often have *TP53* and *RB1* mutations.^11, 12^ Consistent with this, transformation of human mesenchymal stem cells (MSCs) requires disruption of the p53 and Rb tumour-suppressor pathways, stabilisation of MYC, activation of oncogenic RAS and telomere maintenance.^13^ We report that targeted mutation of endogenous porcine *TP53* and *KRAS* in primary MSCs results in neoplastic transformation and tumorigenesis. Molecular analysis shows the process closely resembles human sarcomagenesis.

Osteosarcoma is a relatively rare solid tumour but the most common primary bone cancer. It predominantly affects young people and is highly malignant, requiring aggressive surgical resection and cytotoxic chemotherapy. Five-year survival for patients with metastatic osteosarcoma is only around 30%.^14^ We report that pigs with heterozygous and homozygous inactivation of *TP53* consistently develop osteosarcomas, providing a new model of osteosarcoma at human scale to understand and treat this devastating disease.

## Results

### Oncogenic modification of porcine MSCs

Human sarcomas frequently originate from MSCs, often initiated by lesions affecting the p53 tumour-suppressor pathway. Other alterations, including oncogenic *KRAS* mutations or *MYC* amplification, may occur later during tumorigenesis. To show that similar molecular events lead to sarcomagenesis in a porcine model, we mutated the endogenous *TP53* and *KRAS* genes in porcine MSCs.

The porcine *TP53*^*R167H*^ mutation is orthologous to human *TP53*^*R175H*^. In a first round of gene targeting, we introduced a Cre-inducible latent mutant allele, *TP53*^*LSL-R167H*^, into porcine MSCs and derived one MSC cell clone homozygous for the mutant allele (*TP53*^*LSL-R167H/LSL-R167H*^), which in unrecombined form is a *TP53* knockout.^8^ For brevity, this genotype is referred to as MSC-P. It was subjected to a second round of gene targeting to introduce a G to A substitution into *KRAS* codon 12 (G12D) and a floxed transcriptional terminator cassette (LSL) into the first intron, generating the Cre-inducible allele *KRAS*^*LSL-G12D*^ (Supplementary Figures S1a–d). The resulting genotype (*TP53*^*LSL-R167H/LSL-R167H*^, *KRAS*^*LSL-G12D/+*^) is termed MSC-PK. One MSC-PK cell clone was transduced with Cre and subclones were isolated that had excised LSL cassettes from both mutant *TP53* alleles and the mutated *KRAS* allele (Figure 1b), termed MSC-PKC.

The *MYC* gene is often amplified in human cancers^15^ and has a pivotal role in transformation of human primary cells.^2, 16, 17^ We added a porcine MYC expression vector to one MSC-PKC cell clone and derived a pool (MSC-PKCM) that showed an average 1.7-fold increase in MYC mRNA expression and a similar increase in MYC protein (Supplementary Figures S2a and b). These genetic modifications are summarised in Figure 1a.

Reverse transcriptase PCR (RT–PCR) and sequence analysis showed that MSC-PKC and MSC-PKCM cells expressed mutant p53-R167H, wild-type KRAS and mutant KRAS-G12D mRNAs and biochemical evidence demonstrated increased levels of activated GTP-bound Ras and accumulation of mutant p53-R167H protein (Figure 1c), similar to their human and murine counterparts.^18, 19^

The progressive genetic modifications also resulted in phenotypic changes, such as accelerated cellular proliferation (Figure 1d), loss of contact inhibition in MSC-PKCM cells (Figure 1e top) and anchorage-independent growth (Figure 1e bottom).

### Genetically modified porcine MSCs form sarcomas in a xenotransplantation model

To analyse tumorigenic potential *in vivo*, porcine cells expressing mutant *TP53*^*R167H*^ and *KRAS*^*G12D*^ with and without additional *MYC* (MSC-PKC and MSC-PKCM) were xenografted into two immunodeficient mice. After 45 days, MSC-PKC cells formed a small nodule in one of the four injection sites with few atypical cells (Figure 1f). MSC-PKCM cells gave rise to tumours in three of the four injection sites in the other animal, classified as low-grade fibroblastic sarcomas (Figure 1g). Two such tumours were explanted and cultured to derive a porcine sarcoma cell line (poSARCO).

### Molecular analysis of transformed MSCs and sarcomas

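Transcript levels were read from 21 one-colour microarrays, each hybridised with Cy3-labelled cDNA and carrying sets of short DNA probes, most often 5 per row, for pig transcripts. The arrays cover 11 cell cultures. Unmodified porcine MSCs (WT-MSC) were represented by 3 isolates with 3 arrays each. MSC-PK cells, in which floxed terminator cassettes (LSL) block both mutant TP53 alleles and the mutant KRAS allele, were represented by clones 39, 67 and 82 with 1 array each. MSC-PKC cells, in which Cre recombinase has removed the cassettes, were represented by subclones 67/1.1, 67/1.3 and 67/1.4 with 1 array each. By these labels the subclones derive from clone 67. The MSC-PKCM pool, which carries an added MYC vector and is labelled as a pool of 67/1.1, and the xenograft-derived poSARCO line had 3 arrays each. Slide 1 held 9 arrays (2 of each wild-type isolate and the 3 of poSARCO) and slide 2 held the other 12.

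The authors corrected the background, quantile normalised the probes and summarised them by RMA, and the deposited values are on a log2 scale. After 96 external control rows and 1 row of random probes had been left out, 24499 gene rows remained, and the row with the highest mean signal stood for each symbol, which gave 17264 genes. Signal up to the 95th percentile of the control rows of an array (log2 6.91 to 7.44) was taken as background, and 1191 genes (6.9%) lay at or below it on every array. A fold against a group at background on all of its arrays is given as a lower bound ("at least"), set against that level or the gene's own signal, whichever was higher.

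Arrays of one culture were averaged, so n counts cultures, and the 5 groups were fitted together in limma, a linear model that shares information on the spread across genes, with 6 residual degrees of freedom. A gene was called changed at an adjusted p under 0.05 (Benjamini-Hochberg, two-sided) and a change of at least 2-fold, the thresholds of the methods. The number of cultures limits the precision. In simulated data with 200 changed genes, 29.3% of 2-fold, 93.1% of 4-fold and 98.9% of 8-fold changes were called for MSC-PK, against 5.52%, 71.3% and 93.2% for poSARCO. Far more genes were called in the real data, so these shares need not hold there. A true 2-fold change also lies at the fold threshold, so some are missed with any number of cultures. MSC-PKCM and poSARCO had 1 culture each, whose spread was assumed to equal that of the other groups. All derivatives descend from 1 MSC-P clone, so the modified genotype and the clone of origin cannot be separated, and p-values measure only the spread between these cultures. Each derivative lay on 1 slide, so values against the wild-type arrays of the same slide were computed as well and are called within-slide values. For these each slide was fitted alone. On slide 1 only the 3 wild-type isolates gave a spread, so the poSARCO tests there rest on fewer degrees of freedom. A poSARCO call lost within the slide at a similar size does not by itself show an effect of the slide.

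The fold changes in Table S1 match the deposited values for MSC-PKC only when subclones 67/1.1 and 67/1.3 are averaged and set against the wild-type arrays of the same slide, taking for each gene the row nearest the table (63 of 63 genes within 0.02 on the log2 scale, against 3 of 63 with all 3 subclones). The paper gives no reason for leaving out subclone 67/1.4. Values for MSC-PKC are therefore given over those 2 subclones first and over all 3 next, with subclone 67/1.4 on its own where single genes are described.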

Microarray analysis was carried out to identify transcriptional changes associated with the stages of porcine MSC transformation. 

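Genes of cell division were among the largest rises in the modified cells. Cyclin B2 (CCNB2), which drives entry into mitosis, was 70.4-fold higher in MSC-PK than in WT-MSC (n = 3 cultures each, limma adjusted p = 2.1e-06), and the spindle genes CDCA8, of the chromosomal passenger complex, and KIF11, a kinesin motor, were 63.7-fold and 56.4-fold higher. Among the largest falls, VCAM1, an adhesion receptor of MSCs, was at least 105-fold lower in MSC-PK and LAMA4, a laminin chain, at least 61.1-fold lower, while the cartilage matrix protein COMP was 55.6-fold lower. A dimmer LAMA4 row, at a mean log2 signal of 8.8, gave a log2 fold change of only -0.47 in MSC-PK. In MSC-PKC the pentraxin PTX3 was 105-fold lower over 67/1.1 and 67/1.3 and 102-fold over 3 subclones, and in poSARCO RNASE4 was 112-fold and the matrix protein FBLN2 81.3-fold lower. A dimmer FBLN2 row, at a mean log2 signal of 8.75, gave a log2 fold change of only -0.5 in poSARCO.

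Against WT-MSC, 1243 genes were higher and 1066 lower in MSC-PK. In MSC-PKC 890 were higher and 1052 lower over 67/1.1 and 67/1.3, against 887 and 907 over 3 subclones. The MSC-PKCM pool had 908 higher and 827 lower, and poSARCO 601 higher and 454 lower. In all 4 comparisons 478 genes were higher and 350 lower, where independent lists of these sizes would share 0.117 and 0.0706 genes. Groups simulated without any change shared 0 called genes in 100 draws, in which only 0.16 genes per draw were called at all, and 2.19 per draw past an unadjusted p of 0.05 and 2-fold. Part of the excess may come from the wild-type arrays that the comparisons share and from the common descent of the derivatives. Neither the independent lists nor the simulated groups allow for that descent. Between stages, TP53 was the only gene called from MSC-PK to MSC-PKC, over 2 subclones as over 3. The MSC-PKC cultures are subclones of clone 67, itself 1 of the 3 MSC-PK cultures, and without clone 67 this comparison gave 11 genes. No gene passed limma's test between MSC-PKC and MSC-PKCM, where 162 passed an unadjusted p of 0.05 and 2-fold, 2 passed the methods' t-test after adjustment and 156 were called when the 21 arrays were taken as replicates. From MSC-PKCM to poSARCO 12 genes rose, among them the lysosomal membrane protein LAPTM5 (at least 35.1-fold) and the serpin SERPINB5 (at least 19.5-fold), and 1 fell, the GABA receptor subunit GABRG3 (4.7-fold). This sets 1 culture against 1 on another slide, and its 13 genes became 4 without 67/1.1 or clone 82, 5 without clone 39 or the dimmest 25% of genes, 7 without wild-type isolate 2 or 3, 8 without isolate 1 or 67/1.3, and 51 over 21 arrays with culture as a block. With a slide term added to that block no gene fell, so the call of GABRG3 was lost. LAPTM5 did not pass in this comparison when subclone 67/1.4 was left out of the fit.

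Of the study's 6 gene groups, CIN had 8 of 11 genes higher in each derivative (9 in MSC-PKC over 2 subclones) and none lower. Telomere maintenance had 9 of 15 higher in MSC-PK, 7 in MSC-PKC (both sets of subclones), 7 in MSC-PKCM and 6 in poSARCO, and cell cycle control 10, 7 (both sets), 9 and 8 of 16, with none lower. Of 7 p53 targets, 4 were lower in MSC-PK, 3 and 2 in MSC-PKC (2 and 3 subclones), 2 in MSC-PKCM and 1 in poSARCO, and TP53 itself, a member of this group, was higher in MSC-PKC. Of 16 apoptosis genes 5 were lower and 1 higher in MSC-PK, 3 and 1 in MSC-PKC (both sets), 2 and 0 in MSC-PKCM and in poSARCO. Of 6 transformation genes TP53 was lower in MSC-PK, TP53 and CDKN2A were higher in MSC-PKC (both sets), none was called in MSC-PKCM and MYC was higher in poSARCO. Adjusted over the list alone, the counts were 8, 8, 9 and 8 for CIN and 10, 8, 9 and 9 for telomere maintenance in the order of the stages over 3 subclones. The paper shows these lists for the same samples without saying how their genes were picked, so these counts are not taken as independent evidence. TP53, whose alleles are blocked in MSC-PK by design, is counted among the 4 lower p53 targets and the 5 lower apoptosis genes there. It is also the higher apoptosis gene in MSC-PKC. The CIN gene added over 2 subclones is MAD1L1 by its brighter row. A dimmer MAD1L1 row read lower in each derivative and was not tested. In poSARCO 592 genes were called within the slide, 1942 over 21 arrays with culture as a block, and 1821 when a slide term was added to that block.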

Figure 2a and Supplementary Table S1 show expression profiles for six groups of genes associated with cellular transformation: cellular transformation, telomere maintenance, cell cycle control, p53 target genes, apoptosis, and chromosomal instability (CIN).

#### Cellular transformation

*TP53* was not expressed in uninduced MSC-PK cells but upregulated after Cre activation. 

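TP53 (row NM_213824 of the array) fell in uninduced MSC-PK cells and was above wild type after Cre. Its log2 signal was 13.03 ± 0.47 (SD, n = 3 isolates) in WT-MSC and 10.35 ± 0.43 (SD, n = 3 clones) in MSC-PK, a 6.42-fold fall (log2 fold change -2.68, standard error 0.28, limma adjusted p = 0.00021). The MSC-PK signal, 9.85 to 10.64 among the clones, stayed above the background level of the arrays, whose highest value was 7.44. In MSC-PKC, TP53 was 2.24-fold higher than in WT-MSC over subclones 67/1.1 and 67/1.3 (limma adjusted p = 0.045) and 2.12-fold higher over 3 (limma adjusted p = 0.031), with subclone 67/1.4 at 1.89-fold. From MSC-PK to MSC-PKC it rose 14.4-fold over the 2 subclones and 13.6-fold over 3 (log2 3.77, standard error 0.28, limma adjusted p = 0.0045).

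The MSC-PKCM pool (1.93-fold, limma adjusted p = 0.19) and poSARCO (2.66-fold, adjusted p = 0.075) had TP53 values above wild type that did not pass the test with 1 culture each. Without subclone 67/1.1 or 67/1.3 neither the rise from MSC-PK to MSC-PKC (limma adjusted p = 0.066 and 0.062) nor that of MSC-PKC over WT-MSC (0.1 and 0.09) passed, and the second was also lost without wild-type isolate 1 (0.12) or 3 (0.1). A dimmer TP53 row, with a mean log2 signal of 8.38, gave -0.30 in MSC-PK and 0.78 in MSC-PKC. Where the probes of either row lie relative to the LSL cassette was not examined.

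**Figure D1:**
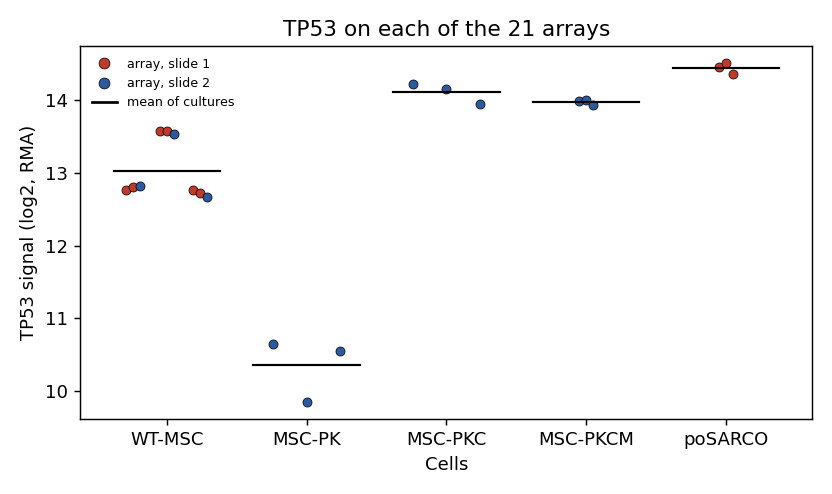
Log2 TP53 signal (vertical axis) on each of the 21 arrays by cell type (horizontal axis). Points are arrays, coloured by slide and grouped by culture within WT-MSC, and each bar is the mean over cultures. The MSC-PK clones lie between 9.85 and 10.64, below every other array.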

MYC expression increased in MSC-PKCM owing to exogenous expression. 

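MYC, a transcription factor that drives growth and ribosome synthesis, had a log2 signal of 13.28 ± 0.15 (SD, n = 3 isolates) in WT-MSC. In the MSC-PKCM pool it was 1.74-fold higher (log2 0.80, standard error 0.21, limma adjusted p = 0.043), which passes the p threshold but lies under 2-fold, so it was not called. In poSARCO it was called at 2.05-fold (log2 1.03, standard error 0.21, limma adjusted p = 0.02). Before the vector was added, MYC was 1.23-fold above wild type in MSC-PK (adjusted p = 0.22) and 1.06-fold in MSC-PKC over 67/1.1 and 67/1.3 (adjusted p = 0.76) or 1.04-fold over 3 subclones (limma adjusted p = 0.87), with subclone 67/1.4 1.01-fold below it. From MSC-PKC to MSC-PKCM the difference was 1.64-fold over 67/1.1 and 67/1.3 (limma adjusted p = 0.94) and 1.68-fold over 3 (limma adjusted p = 1 over 17264 genes, where limma's unadjusted p was 0.0064).

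Most genes of a list of ribosome synthesis genes that MYC is known to activate lay higher in MSC-PKCM than in MSC-PKC. Of 24 such genes, 23 lay above their MSC-PKC value over either set of subclones, with a median log2 difference of 0.46 over 67/1.1 and 67/1.3 and 0.60 over 3, although none passed the test singly (0 adjusted over the list alone). The median was 0.54 against 67/1.1, 0.45 against 67/1.3 and 0.66 against 67/1.4. Over 3 subclones the list was higher by limma's camera test (adjusted p = 2e-11, and adjusted p = 0.0199 with an estimated correlation). Over 67/1.1 and 67/1.3 it passed (adjusted p = 5.16e-07) but not with an estimated correlation (adjusted p = 0.0665), a combination chosen after seeing the data. Against WT-MSC, 9 of the 24 were called higher in MSC-PK, 9 in MSC-PKC over 67/1.1 and 67/1.3 and 5 over 3 subclones, 9 in MSC-PKCM and 3 in poSARCO, with none lower (10, 7, 17 and 5 adjusted over the list alone, MSC-PKC over 3 subclones). They include DKC1, the dyskerin of RNA pseudouridylation (4.17-fold in MSC-PK, limma adjusted p = 0.00016), and NOLC1, a nucleolar phosphoprotein (3.93-fold). The step from MSC-PKC to MSC-PKCM was not particular to this list. Of 25 genes of DNA replication, 24 also lay higher over 3 subclones, with a median log2 difference of 0.43. From MSC-PKCM to poSARCO, where MYC was highest, the ribosome synthesis list lay lower. Within the slide MYC in poSARCO kept its size (log2 1.01) but not the call (limma adjusted p = 0.11), and the call was also lost without wild-type isolate 1 (limma adjusted p = 0.07) or 2 (log2 0.97).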

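KRAS had its highest log2 signal, 11.07, in poSARCO, against 9.21 ± 0.82 (SD, n = 3 isolates) in WT-MSC. It was 9.70 ± 0.74 (SD, n = 3 clones) in MSC-PK, 9.33 in MSC-PKC over 67/1.1 and 67/1.3, 9.83 ± 0.88 (SD, n = 3) over all 3 subclones and 9.82 in the MSC-PKCM pool. Subclone 67/1.4 stood at 10.82, 3.06-fold above the wild-type mean. Against WT-MSC the fold changes were 1.4 in MSC-PK, 1.09 in MSC-PKC (1.54 over 3 subclones), 1.52 in MSC-PKCM and 3.63 in poSARCO. None of them passed limma's test (adjusted p = 0.65, 0.9, 0.54, 0.77 and 0.26 in that order). The wild-type isolates alone ranged from 8.27 to 9.75.

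Between stages, the log2 difference was -0.36 from MSC-PK to MSC-PKC over 67/1.1 and 67/1.3 and 0.13 over 3 subclones. From MSC-PKC to MSC-PKCM it was 0.48 over the 2 subclones and -0.02 over 3, and from MSC-PKCM to poSARCO 1.26 (standard error 0.96, limma adjusted p = 1). Of 20 genes that report activity of the ERK pathway downstream of RAS, 7 were higher and 2 lower in MSC-PK, 6 and 1 in MSC-PKC with 2 as with 3 subclones, 4 and 1 in MSC-PKCM, and 5 and 0 in poSARCO (7, 6, 7 and 11 higher adjusted over the list alone). The mutant KRAS allele is still blocked in MSC-PK, so the calls there precede its activation. From MSC-PK to MSC-PKC no gene of this list was called. HMGA2, a chromatin protein, was 17.2-fold higher in MSC-PK and 9.78-fold in poSARCO, and ETV5, an ETS transcription factor, 6.27-fold and 6.41-fold, while EGR1, an immediate early gene, was 7.67-fold lower in MSC-PK (limma adjusted p from 1.1e-05 to 0.0051). As a list the 20 genes were higher in each derivative by camera (adjusted p at most 0.0122), but not with an estimated correlation (adjusted p from 0.0547 in poSARCO to 0.245 in MSC-PKC). The KRAS difference between poSARCO and WT-MSC was called only in tests that took single arrays as replicates (limma adjusted p = 0.0021).

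**Figure D2:**
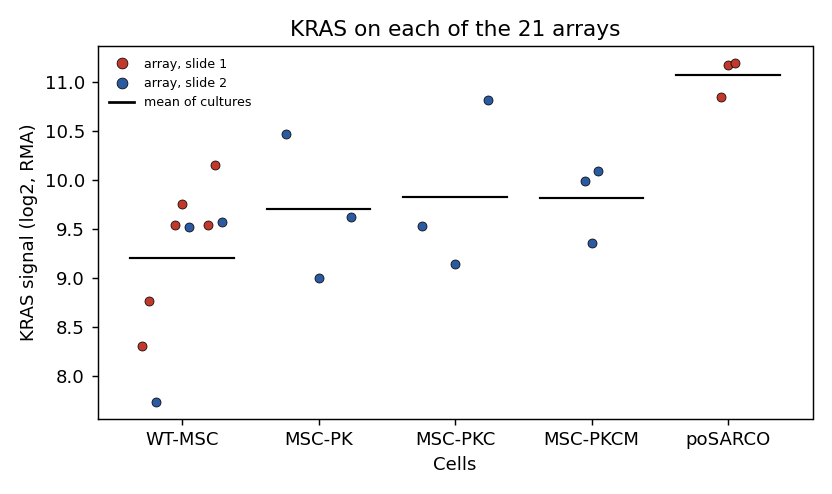
Log2 KRAS signal (vertical axis) on each of the 21 arrays by cell type (horizontal axis). Points are arrays, coloured by slide, and each bar is the mean over cultures. The poSARCO mean is 11.07, and the highest culture outside poSARCO, MSC-PKC subclone 67/1.4, lies at 10.82.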

*KRAS* expression increased at each stage of cellular transformation and was the highest in poSARCO cells, likely owing to spontaneous gene amplification, as in many tumours.^20^ Quantitative PCR (Q-PCR) analysis revealed two *KRAS* copies in wild-type MSCs, MSC-PKC and MSC-PKCM, while poSARCO had six. Sequence analysis of KRAS mRNAs (exon 1 to exon 4) detected higher expression of KRAS-G12D than wild-type KRAS in poSARCO (Figure 2b). PoSARCO cells also exhibited increased levels of activated GTP-bound Ras protein (Figure 2c).

Primary human cells can escape cellular senescence through simultaneous inactivation of p53 and Rb.^21^ The *CDKN2A* gene products p16INK4α and p14ARF (p19ARF in mice) regulate the Rb and p53 pathways,^22, 23, 24^ but their roles differ between humans and mice^25^ and little is known about the pig. 

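RB1, the retinoblastoma tumour suppressor, had no change that passed in any derivative. Its log2 signal was 10.13 ± 0.68 (SD, n = 3 isolates) in WT-MSC, and the log2 fold changes were 0.32 in MSC-PK, -0.80 in MSC-PKC over 67/1.1 and 67/1.3, -0.32 over 3 subclones, 0.07 in MSC-PKCM and -0.07 in poSARCO (limma adjusted p from 0.28 to 0.99). Subclone 67/1.4 was 1.55-fold above wild type. CDKN2A, the locus that encodes p14ARF, had a log2 signal of 12.14 ± 0.73 (SD, n = 3 isolates) in WT-MSC and rose in MSC-PKC, 3.38-fold over 67/1.1 and 67/1.3 (limma adjusted p = 0.023) and 3.24-fold over 3 subclones (standard error 0.35 on the log2 scale, limma adjusted p = 0.011), with 67/1.4 at 2.99-fold. It was 1.85-fold above wild type in MSC-PK, 1.96-fold in MSC-PKCM and 2.82-fold in poSARCO, which did not pass (limma adjusted p = 0.12, 0.29 and 0.13).

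No difference of CDKN2A between successive stages passed the test (limma adjusted p = 0.83, 1 and 1, and 0.39 and 0.94 for the steps into and out of MSC-PKC over 2 subclones). Among 9 measured CDK inhibitors and Rb family genes, the Rb relative RBL1 (6.83-fold in MSC-PK, 5.6-fold in poSARCO) and the inhibitor CDKN2C (6.42-fold and 4.35-fold) were higher in every derivative, and CDKN1A was lower in every derivative. This list had 3 higher and 1 lower in MSC-PK, 4 and 2 in MSC-PKC over 2 subclones or 4 and 1 over 3, 2 and 1 in MSC-PKCM, and 3 and 1 in poSARCO (adjusted over the list alone, 3 and 2, 4 and 2, 2 and 2, and 4 and 1, MSC-PKC over 3 subclones). As a list it passed camera in none of them (adjusted p from 0.196 to 0.834). The dimmer second row of CDKN2A, at a mean log2 signal of 7.41, gave 0.70 in MSC-PKC. A dimmer RBL1 row, at a mean of 9.4, gave 0.69 in MSC-PK, 0.5 in MSC-PKC over 3 subclones, 0.28 in MSC-PKCM and 0.1 in poSARCO. Within the slide the poSARCO calls of RBL1 and CDKN2C were lost (limma adjusted p = 0.067 and 0.068).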

As shown in Figure 2a, *RB1* expression remained low in the MSC derivatives, but p14ARF (ARF) expression varied with the stages of cellular transformation. The microarrays used did not include p16INK4α, so p16INK4α and p14ARF expression was determined by Q-RT–PCR. Figure 3a shows that p16INK4α expression was diminished in MSC-PK cells, almost absent in MSC-PKC cells and similarly low in MSC-PKCM cells. Investigation of 21 CpG dinucleotides in the 5′ region of *p16INK4A* revealed that none were methylated in wild-type MSCs and progressively greater methylation in uninduced MSC-PK, activated MSC-PKC cells and the MSC-PKCM pool (Figure 3b).

#### Telomere maintenance

No reactivated *TERT* expression was observed (Figures 2a and 3c) in transformed MSC derivatives, but there was evidence for activation of the ALT mechanism, as frequently observed in human MSC-derived sarcomas.^26^ 

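TERT, the catalytic subunit of telomerase, stayed near background. Its log2 signal was 7.54 ± 0.25 (SD, n = 3 isolates) in WT-MSC, 7.75 ± 0.19 (SD, n = 3 clones) in MSC-PK, 7.57 in MSC-PKC over 67/1.1 and 67/1.3, 7.38 ± 0.33 (SD, n = 3) over all 3 subclones, 7.21 in MSC-PKCM and 7.11 in poSARCO. No difference from WT-MSC passed (limma adjusted p from 0.6 to 0.94), and subclone 67/1.4 was 1.46-fold below the wild-type mean. Of 11 genes of shelterin and telomerase, 3 were called higher in MSC-PK, 2 in MSC-PKC over either set of subclones, 2 in MSC-PKCM and 1 in poSARCO, with none lower (4, 2, 2 and 1 adjusted over the list alone). They are the telomerase RNA-binding proteins DKC1, GAR1 (4.51-fold in MSC-PK) and NHP2 (2.17-fold in MSC-PK).

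Some genes of homologous recombination, the repair route on which ALT depends, rose in each derivative. Of 23 genes of recombination and ALT that the study did not list, 13 were higher in MSC-PK, 10 in MSC-PKC over 2 subclones as over 3, 10 in MSC-PKCM and 10 in poSARCO, and none was lower (13, 11, 12 and 11 adjusted over the list alone). Genes of cell division rose more. In MSC-PK the median log2 change was 1.16 for this list, 2.83 for DNA replication and 4.63 for mitosis genes outside the study's list. The exonuclease EXO1 was at least 23.6-fold higher in MSC-PK and at least 18.8-fold in poSARCO, the histone chaperone ASF1B 40.4-fold and 34.3-fold, and the RAD51 partner RAD51AP1 24.8-fold and 18.3-fold. The list was higher by camera in each comparison, and with an estimated correlation the adjusted p was 0.0356 in MSC-PK, 0.0507 in MSC-PKC over 3 subclones, 0.0399 in MSC-PKCM and 0.0268 in poSARCO. The shelterin and telomerase list passed camera only in MSC-PK (adjusted p = 0.0218, and adjusted p = 0.223 with an estimated correlation). For TERT, 1 of 3 arrays in MSC-PKC and 1 of 3 in MSC-PKCM were at background.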

*BLM*, *FEN1*, *FANCD2* and, to a lesser extent, *FANCA* were upregulated. 

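The helicase BLM, the flap endonuclease FEN1 and the Fanconi anaemia protein FANCD2 rose in every derivative. BLM was 21.9-fold higher in MSC-PK than in WT-MSC (log2 4.46, standard error 0.21, n = 3 cultures each, limma adjusted p = 2.2e-06), 12.6-fold in MSC-PKC over 67/1.1 and 67/1.3 and 13.3-fold over 3 subclones, 25.2-fold in MSC-PKCM and 19.2-fold in poSARCO. FEN1 was 13.9-fold higher in MSC-PK, 13.4-fold in MSC-PKC (12.3-fold over 3), 17.6-fold in MSC-PKCM and 12.0-fold in poSARCO. For FANCD2 the changes were 13.5-fold, 10.4-fold (11.1-fold over 3), 10.1-fold and 8.79-fold. Subclone 67/1.4 was 14.9-fold above wild type for BLM, 10.5-fold for FEN1 and 12.5-fold for FANCD2. These changes had limma adjusted p from 2.2e-06 to 0.0011.

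FANCA, another Fanconi anaemia gene, changed less. It was 2.1-fold higher in MSC-PK (limma adjusted p = 0.033), 2.95-fold in MSC-PKC over 67/1.1 and 67/1.3 (adjusted p = 0.007), 2.46-fold over 3 subclones (limma adjusted p = 0.017), with 67/1.4 at 1.71-fold, and 2.92-fold in MSC-PKCM (limma adjusted p = 0.046). In poSARCO it was 2.74-fold above wild type and did not pass (limma adjusted p = 0.081), but it passed when subclone 67/1.4 was left out of the fit (limma adjusted p = 0.043). Within the slide the calls of FANCA in MSC-PK (log2 0.96, limma adjusted p = 0.062) and MSC-PKCM (log2 1.44, adjusted p = 0.076) were lost. Its 2 dimmer rows gave 0.10 and 0.12 in MSC-PK, and 8 of the 9 wild-type arrays lay at or below background for BLM, so its folds may be understated.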

Genes involved in telomere elongation and capping, *RAD51*, *RAD54B* and *BRCA2*, were also upregulated, while shelterins *TERF1* and *TERF2* and *POT1* remained low, possibly indicating telomere deprotection (Figure 2a, Supplementary Table S1).

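RAD51, the recombinase of strand exchange, was 5.76-fold higher in MSC-PK (log2 2.53, standard error 0.22, n = 3 cultures each, limma adjusted p = 6.1e-05), 4.3-fold in MSC-PKC over 67/1.1 and 67/1.3 and 5.01-fold over 3 subclones, 5.51-fold in MSC-PKCM and 4.79-fold in poSARCO. Its partner RAD54B was 7.23-fold, 4.81-fold (5.47-fold over 3), 7.79-fold and 6.19-fold higher, and BRCA2, which loads RAD51 on DNA, 3.18-fold, 2.11-fold (2.56-fold over 3), 3.28-fold and 4.08-fold. Subclone 67/1.4 was 6.79-fold, 7.07-fold and 3.78-fold above wild type for the 3 genes. All these changes passed limma's test, with adjusted p up to 0.023.

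None of the shelterin genes passed in any derivative. TERF1, which binds telomeric DNA, was 2.58-fold above wild type in MSC-PK (log2 1.37, standard error 0.44, limma adjusted p = 0.059), 1.07-fold in MSC-PKC over 2 subclones and 1.33-fold over 3 (67/1.4 at 2.09-fold), 1.52-fold in MSC-PKCM and 1.51-fold in poSARCO. Its log2 signal of 7.45 ± 0.29 (SD, n = 3 isolates) in WT-MSC lay close to background. TERF2 was within 1.1-fold to 1.22-fold of wild type everywhere (67/1.4 at 1.33-fold) at a wild-type signal of 12.16 ± 0.03 (SD, n = 3). The single-strand binding protein POT1 was 1.9-fold above wild type in MSC-PK, 1.11-fold in MSC-PKC (1.47-fold over 3, 67/1.4 at 2.58-fold), 1.65-fold in MSC-PKCM and 2.05-fold in poSARCO, with limma adjusted p from 0.17 to 0.83. TERF1 in MSC-PK did pass when the 21 arrays were the replicates or when MSC-PKC subclone 67/1.4 was left out of the fit. RAD54B in poSARCO did not pass within the slide (limma adjusted p = 0.065), and 8 of 9 wild-type arrays were at or below background for BRCA2.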

#### Cell cycle control

Loss of Rb function results in deregulated G_1_ checkpoint control and enhanced cellular proliferation. 

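Cyclins of S phase and mitosis rose in every derivative. Of 10 cyclin genes of the study, CCNA2, CCNB1, CCNB2, CCNB3 and CCNE2 were higher in all of them, CCNE1 only reached the thresholds in MSC-PK and MSC-PKCM, and none was lower. CCNB1, a partner of CDK1 at entry into mitosis, was 60.6-fold higher in MSC-PK than in WT-MSC (log2 5.92, standard error 0.39, n = 3 cultures each, limma adjusted p = 1.2e-05), 44.9-fold in MSC-PKC over 67/1.1 and 67/1.3 and 49.4-fold over 3 subclones (67/1.4 at 59.9-fold), 53.9-fold in MSC-PKCM and 40.3-fold in poSARCO. CCNA2, the cyclin of S phase, was 34.8-fold, 23.8-fold (27.2-fold over 3, 67/1.4 at 35.3-fold), 30.9-fold and 16.9-fold higher. Cyclin E2 (CCNE2) was 11.7-fold, 5.64-fold (7.05-fold over 3, 67/1.4 at 11.0-fold), 12.4-fold and 4.67-fold higher. CCND1, the G1 cyclin that pairs with CDK4 and CDK6, was 1.9-fold above wild type in MSC-PK and 1.8-fold in MSC-PKC over 2 subclones (1.7-fold over 3, 67/1.4 at 1.53-fold), under the 2-fold threshold (limma adjusted p = 0.0067, 0.024 and 0.021).

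Among the kinases, CDK1 was 18.3-fold higher in MSC-PK, 11.8-fold in MSC-PKC (15.0-fold over 3, 67/1.4 at 24.3-fold), 17.7-fold in MSC-PKCM and 13.8-fold in poSARCO (limma adjusted p from 0.00012 to 0.0042). CDK2, the kinase of S phase entry, was 5.97-fold, 4.31-fold (4.42-fold over 3, 67/1.4 at 4.65-fold), 5.94-fold and 4.06-fold higher. The G1 kinase CDK6 was called in MSC-PK (2.13-fold, limma adjusted p = 0.0025) and poSARCO (2.01-fold, adjusted p = 0.047), whereas CDK4 stayed under 2-fold in every derivative (1.35-fold to 1.71-fold). Adjusted over the list alone, 10, 7, 9 and 9 of the 16 genes of the cell cycle list were higher in the order of the stages over 3 subclones, which is not taken as independent evidence because the list is the study's own. Its camera result with an estimated correlation had adjusted p = 0.0417, 0.0545, 0.0436 and 0.0456. Of 25 genes of DNA replication outside that list, such as MCM10 (38.2-fold in MSC-PK, 23.0-fold in poSARCO), 21 were higher in each derivative and none lower, also adjusted over the list alone and over either set of subclones (camera with an estimated correlation, adjusted p from 0.00126 to 0.00221). Within the slide the poSARCO calls of CDK1 (log2 3.82, limma adjusted p = 0.057) and CDK6 (log2 1.03, limma adjusted p = 0.086) were lost, although their sizes hardly moved. For CCNB2, 5 of 9 wild-type arrays were at background.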

Although RB1 expression remained at low baseline levels, several cyclin genes and their interacting cyclin-dependent kinases were upregulated in the genetically modified MSCs and poSARCO cells (Figure 2a, Supplementary Table S1).

#### p53 target genes and genes associated with apoptosis

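MDM2, the ubiquitin ligase that degrades p53 and is itself a p53 target, fell in MSC-PK and MSC-PKC. Its log2 signal was 13.36 ± 0.18 (SD, n = 3 isolates) in WT-MSC and 11.65 ± 0.77 (SD, n = 3 clones) in MSC-PK, a 3.26-fold fall (standard error 0.38 on the log2 scale, limma adjusted p = 0.013). In MSC-PKC it was 5.32-fold lower over 67/1.1 and 67/1.3 (limma adjusted p = 0.0046) and 4.39-fold lower over 3 subclones (limma adjusted p = 0.0051), with 67/1.4 at 2.99-fold lower. The values in MSC-PKCM (2.76-fold below wild type, limma adjusted p = 0.13) and poSARCO (2.82-fold below, adjusted p = 0.17) did not pass with 1 culture each. From MSC-PK to MSC-PKC, when TP53 signal returned, the log2 difference of MDM2 was -0.71 over 2 subclones and -0.43 over 3 (limma adjusted p = 0.4 and 0.83).

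Of 23 p53 targets that the study did not list, 8 were lower and 2 higher in MSC-PK, 8 and 0 in MSC-PKC over 2 subclones as over 3, 7 and 0 in MSC-PKCM, and 5 and 1 in poSARCO (9, 8, 8 and 7 lower and 2, 0, 1 and 2 higher adjusted over the list alone). The growth inhibitor BTG2 was 15.0-fold lower in MSC-PK and 10.8-fold lower in poSARCO, the RNA-binding protein ZMAT3 8.45-fold and 12.8-fold lower, and TP53INP1, a stress response gene, 11.7-fold lower in MSC-PK (limma adjusted p from 0.00015 to 0.0058). The genes that were higher in MSC-PK are PMAIP1, which encodes the death gene NOXA (2.27-fold), and the polymerase POLH (2.36-fold). As a list these targets were lower by camera in MSC-PK, MSC-PKC and MSC-PKCM (adjusted p = 0.0219, 0.0144 and 0.0441) but not in poSARCO (0.0777), and in none with an estimated correlation (adjusted p from 0.176 to 0.24).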

Reduced expression of the key feedback regulator *MDM2* indicates that mutant p53-R167H has impaired ability to transactivate its targets. This extends to genes important for cell cycle arrest, such as *CDKN1A*, *CDKN1B* and *GADD45A*, expression of which was lower than in wild-type MSCs and unaffected by induction of p53-R167H expression. 

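CDKN1A, which encodes the CDK inhibitor p21, fell in every derivative. Its log2 signal was 15.09 ± 0.04 (SD, n = 3 isolates) in WT-MSC, and it was 6.27-fold lower in MSC-PK (standard error 0.18 on the log2 scale, limma adjusted p = 1.3e-05), 6.04-fold lower in MSC-PKC over 67/1.1 and 67/1.3 and 6.13-fold lower over 3 subclones, 6.48-fold lower in MSC-PKCM and 4.6-fold lower in poSARCO (limma adjusted p up to 0.0009). Subclone 67/1.4 was 6.32-fold below wild type. After Cre, the log2 difference of CDKN1A between MSC-PKC and MSC-PK was 0.06 over 2 subclones and 0.03 over 3 (standard error 0.18, limma adjusted p = 0.9 and 0.97).

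CDKN1B, which encodes the CDK inhibitor p27, had no change that passed. Its log2 fold changes were -0.13 in MSC-PK, -0.31 in MSC-PKC over 67/1.1 and 67/1.3 but 0.03 over 3 subclones, -0.54 in MSC-PKCM and -0.40 in poSARCO (limma adjusted p from 0.43 to 0.97), and subclone 67/1.4 was 1.62-fold above wild type. GADD45A, a growth arrest gene induced by DNA damage, was 1.7-fold below wild type in MSC-PK (limma adjusted p = 0.032), 1.85-fold in MSC-PKC over 2 subclones (limma adjusted p = 0.017) and 1.63-fold over 3 (adjusted p = 0.054), with 67/1.4 at 1.26-fold below, 1.79-fold in MSC-PKCM (adjusted p = 0.12) and 1.14-fold in poSARCO (adjusted p = 0.9), all under 2-fold. Between MSC-PK and MSC-PKC the log2 difference was -0.18 over 2 subclones and 0.15 over 3 for CDKN1B, and -0.12 and 0.06 for GADD45A (limma adjusted p from 0.69 to 0.95). These intervals leave room for differences: the standard errors were 0.30 and 0.21 over 3 subclones. The p53 target list as the study defined it, TP53 included, had an estimated-correlation adjusted p of 0.0356 in MSC-PK, 0.18 in MSC-PKC, 0.136 in MSC-PKCM and 0.211 in poSARCO. Adjusted over the list alone, 4, 2, 3 and 2 of its 7 genes were lower, which is not taken as independent evidence, the list being the study's own.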

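In the death receptor pathway, the receptor FAS and the ligand TNFSF10 fell in MSC-PK and MSC-PKC, and TNFRSF10B did not pass. FAS was 10.2-fold lower in MSC-PK than in WT-MSC (log2 fold change -3.36, standard error 0.74, n = 3 cultures each, limma adjusted p = 0.013), 14.6-fold lower in MSC-PKC over 67/1.1 and 67/1.3 (limma adjusted p = 0.0039) and 8.32-fold lower over 3 subclones (limma adjusted p = 0.024), where 67/1.4 was only 2.68-fold below. In MSC-PKCM it was 13.6-fold below wild type (limma adjusted p = 0.053) and in poSARCO 7.26-fold (limma adjusted p = 0.18), without passing, although FAS in MSC-PKCM passed when 67/1.4 was left out of the fit (limma adjusted p = 0.015). TNFSF10 was at background in MSC-PK, at least 9.66-fold lower (limma adjusted p = 0.019), and was 15.0-fold lower in MSC-PKC over 2 subclones and 11.6-fold over 3 (limma adjusted p = 0.033 and 0.025), with 67/1.4 6.95-fold below. It was at least 9.76-fold below wild type in MSC-PKCM (limma adjusted p = 0.1) and 6.65-fold in poSARCO (adjusted p = 0.3), and its wild-type isolates ranged from 7.99 to 11.97. TNFRSF10B was 1.45-fold, 1.66-fold (1.73-fold over 3, 67/1.4 at 1.87-fold), 1.62-fold and 1.29-fold below wild type, under the 2-fold threshold.

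In the mitochondrial pathway, the BH3-only gene BBC3 fell in every derivative: 4.8-fold in MSC-PK (limma adjusted p = 0.0017), 4.58-fold in MSC-PKC over 67/1.1 and 67/1.3 and 4.48-fold over 3 (67/1.4 at 4.3-fold), 3.52-fold in MSC-PKCM and 4.86-fold in poSARCO (limma adjusted p = 0.043 and 0.023). Its call in MSC-PKCM was lost when 67/1.4 was left out of the fit (limma adjusted p = 0.053). BAX, which permeabilises the mitochondrial membrane, fell 2.18-fold in MSC-PK, 2.56-fold in MSC-PKCM and 3.25-fold in poSARCO (limma adjusted p = 0.012, 0.038 and 0.02). In MSC-PKC it was 1.92-fold below wild type over 2 subclones and 1.83-fold over 3, under the threshold (67/1.4 at 1.65-fold). The executioner caspase CASP6 was 1.16-fold, 1.63-fold (1.4-fold over 3, 67/1.4 at 1.03-fold), 1.08-fold and 1.2-fold below wild type (limma adjusted p from 0.15 to 0.94). As a list the 16 apoptosis genes passed camera in no derivative (adjusted p from 0.312 to 0.937), and 5, 3, 4 and 2 of them were lower adjusted over the list alone, not taken as independent evidence for a list of the study. Within the slide BAX was called in MSC-PKC (log2 -1.06) and FAS in poSARCO (limma adjusted p = 0.023). The call of BAX in poSARCO was lost there at a similar size (log2 -1.60, limma adjusted p = 0.17).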

Impaired capacity for apoptosis is indicated by lower expression of components of the death receptor pathway, for example, *FAS*, *TNFSF10* (TRAIL) and *TNFRSF10B* (KILLER/DR5); and of the mitochondrial pathway, for example, *BBC3* (PUMA), *BAX* and *CASP6* (Figure 2a, Supplementary Table S1).

#### Chromosomal instability

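All 8 of AURKA, AURKB, BUB1, BUB1B, MAD2L1, PTTG1, ESPL1 and CDC20 rose in every derivative. BUB1B, a kinase-like protein of the spindle assembly checkpoint, was 64.1-fold higher in MSC-PK than in WT-MSC (log2 6.00, standard error 0.38, n = 3 cultures each, limma adjusted p = 9e-06), 40.5-fold in MSC-PKC over 67/1.1 and 67/1.3 and 49.6-fold over 3 subclones (67/1.4 at 74.6-fold), 46.4-fold in MSC-PKCM and 32.4-fold in poSARCO. BUB1, a kinase of the same checkpoint, was 43.6-fold, 28.4-fold (32.3-fold over 3, 67/1.4 at 41.6-fold), 29.1-fold and 27.3-fold higher. AURKA, the kinase of the centrosomes, was 10.4-fold, 7.89-fold (8.64-fold over 3, 67/1.4 at 10.4-fold), 9.45-fold and 7.65-fold higher, and AURKB, of the chromosomal passenger complex, 20.1-fold, 17.6-fold (18.6-fold over 3, 67/1.4 at 20.8-fold), 19.7-fold and 15.8-fold. MAD2L1, which restrains the anaphase-promoting complex, was 17.2-fold, 10.8-fold (12.7-fold over 3, 67/1.4 at 17.6-fold), 13.4-fold and 7.21-fold higher.

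The securin gene PTTG1 was 23.5-fold higher in MSC-PK, 15.1-fold in MSC-PKC (16.5-fold over 3, 67/1.4 at 19.5-fold), 16.9-fold in MSC-PKCM and 9.27-fold in poSARCO. For ESPL1, the separase that cleaves cohesin, the rises were 18.2-fold, 23.4-fold (20.1-fold over 3, 67/1.4 at 14.8-fold), 26.0-fold and 18.4-fold, and for CDC20, which activates the anaphase-promoting complex, 17.0-fold, 16.5-fold (15.9-fold over 3, 67/1.4 at 14.7-fold), 15.9-fold and 13.1-fold. In every one of these comparisons limma gave an adjusted p of at most 0.014. The other members of the group, BUB3, MAD2L2 and MAD1L1, passed in no derivative over 3 subclones, and MAD1L1 was 2.55-fold higher in MSC-PKC over 2 (limma adjusted p = 0.048). A dimmer row of MAD1L1 went the other way, with log2 fold changes of -0.86, -0.96, -0.79 and -1.17 in the order of the stages over 3 subclones. As a list the 11 genes were higher by camera with an estimated correlation in each derivative (adjusted p from 0.00898 to 0.0133), but this is the study's own list and is not taken as independent evidence. Of 33 mitosis genes outside that list, 32 were higher in MSC-PK, 32 in MSC-PKC over either set of subclones, 31 in MSC-PKCM and 30 in poSARCO (32 in each adjusted over the list alone), with an estimated-correlation adjusted p from 0.0217 to 0.0356. The call of MAD2L1 in poSARCO was lost within the slide (log2 3.01, limma adjusted p = 0.063), and 5 of 9 wild-type arrays were at background for BUB1B and 2 of 9 for BUB1.

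**Figure D3:**
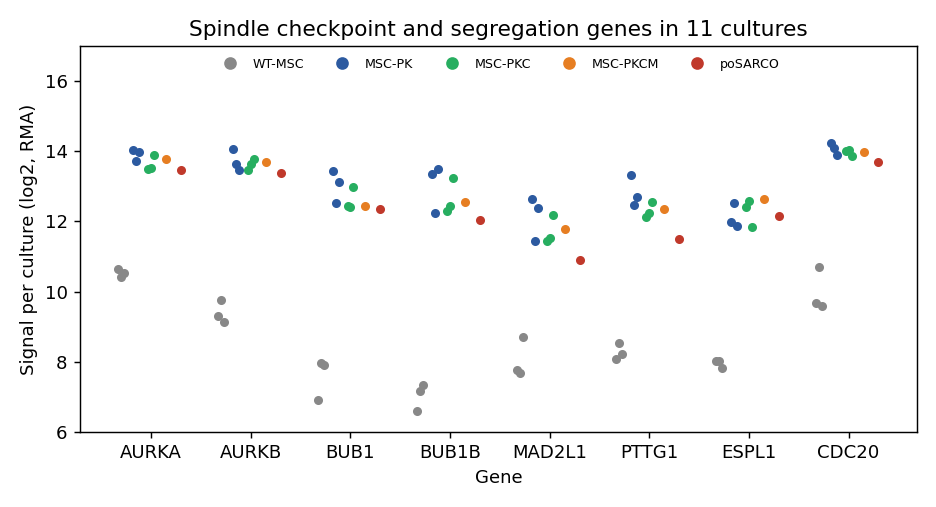
Log2 signal (vertical axis) of the 8 genes (horizontal axis) in each of the 11 cultures. Points are cultures, arrays of one culture averaged, coloured by cell type. For each gene the 3 wild-type isolates lie below every derivative, as for BUB1B, with a wild-type mean of 7.03.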

Several CIN-associated genes were strongly upregulated, including the spindle assembly checkpoint machinery genes *AURKA*, *AURKB*, *BUB1*, *BUB1B* and *MAD2L1*;^27, 28^ regulators of sister chromatid segregation *PTTG1* and *ESPL1*;^29^ and CDC20, a subunit of the anaphase-promoting complex/cyclosome, which is overexpressed in several human cancers and associated with poor prognosis^30^ (Figure 2a, Supplementary Table S1).

To investigate the dysfunction of mitotic checkpoints suggested by deregulated expression of cell cycle control genes, cells were treated with nocadazole to disrupt the mitotic spindle and induce mitotic arrest. The number of cells in G_0_/G_1_, S and G_2_/M phase determined by flow cytometry is shown in Figure 4a. Figure 4b shows the ratio between nocodazole treated and untreated cells in G_1_ phase. Human colon cancer cell lines known to have CIN and mitotic checkpoint deficiency (SW480, CaCo2) and chromosomally stable human cell lines of non-tumour origin (HEK293) or from colon cancer (HCT116, microsatellite unstable) provided comparisons. G_1_-peak ratios ranged from 0.05 in HEK293, which show the strongest blocking response to nocodazole, to 0.2 for CaCo2 cancer cells, which showed a weak response. Transformed porcine MSCs showed elevated ratios of cells in G_1_ phase after nocodazole treatment, similar to the CIN-positive cell lines SW480 and CaCo2, and poSARCO cells displayed an even higher ratio (Figure 4b).

In summary, these data suggest that porcine MSCs resemble human MSCs in requiring perturbation of the p53, Rb, KRAS and MYC signalling pathways combined with a spontaneous telomerase-independent immortalisation step to convert to a fully transformed phenotype.

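Across the arrays, the pathways named here moved as follows. For p53, TP53 fell in MSC-PK and CDKN1A was lower than in WT-MSC in each derivative, before and after Cre. In the Rb pathway no change of RB1 itself passed the test. The brighter row of the Rb relative RBL1 was higher in each derivative, but its dimmer row changed much less. The poSARCO call of RBL1 was lost within the slide. Of 25 genes of DNA replication 21 were higher in each derivative. They include CDC6, the licensing factor of replication origins (at least 10.1-fold in MSC-PK, n = 3 clones, limma adjusted p = 5.5e-06) and the ribonucleotide reductase subunit RRM2 (37.0-fold in MSC-PK and 40.1-fold in poSARCO, limma adjusted p = 9.3e-06 and 0.00023). KRAS was highest in poSARCO without passing the test. MYC passed the p threshold in MSC-PKCM and poSARCO but reached 2-fold in poSARCO alone. That call was lost within the slide at a similar size, where fewer cultures gave the spread. For TERT no change passed, and 13 of 23 genes of recombination and ALT rose in MSC-PK and 10 of 23 in each later line. In its summary of this part the paper proposes that porcine MSCs, like human ones, need changes in the p53, Rb, KRAS and MYC pathways and an immortalisation step without telomerase to become fully transformed.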

### TP53 inactivation in pigs is sufficient for development of osteosarcomas

We determined whether pigs carrying the latent *TP53*^*LSL-R167H*^ mutation^8^ in heterozygous or homozygous form would spontaneously develop tumours. Animals were regularly observed for alterations in health and wellbeing, and individuals were slaughtered periodically for necropsy examination.

To date, nine heterozygous knockout pigs aged up to 32 months have been examined by necropsy, as summarised in Table 1. There was no evidence of tumours or other abnormalities in animals <16 months. Of the five older animals, four had tumours (ID: 34, 36, 47, 60), and one animal (ID: 49) had disseminated calcifying, ossifying lesions but no identifiable primary tumour. Figure 5a shows gross morphology and histology of tumours from two heterozygous and one homozygous animal.

Lesions from three pigs (animal ID: 34, 36, 47) were determined by histology as osteoblastic osteosarcomas. Two animals (animal ID: 34, 36) had osteosarcomas within long bones (metaphyseal region of the tibia and tuber olecrani) (Figure 5a top). The other animal (animal ID: 47) had a tumour in the nasal conchae, classified as an osteoblastic and chondroblastic osteosarcoma (Figure 5a bottom). Animal 60 showed a calcified fibrous tumour of the mandible.

We examined two F2 generation homozygous *TP53*^*LSL-R167H/LSL-R167H*^ knockout pigs (animal ID: 242, 336). These both grew more slowly than wild-type and heterozygous siblings, weighing 85–90 kg at 8 months while normal weight for this age and breed is 120–130 kg. Other than reduced size, neither showed ill effects or signs of distress in early life, but at 8 months pig 242 quickly lost condition and exhibited laboured breathing, and pig 336 developed paralysis of the hind legs. Both were slaughtered. Necropsy of pig 242 revealed multifocal osteoblastic osteosarcoma in the skull, left femur, left tibia, left humerus and pelvic bone. Figure 5b shows gross morphology and histology of the skull and left femur. Necropsy of pig 336 revealed multifocal osteoblastic osteosarcoma in the vertebral column, right femur and right ulna. The eighth thoracic vertebra was fractured, probably causing the limb paralysis.

Over the past 6 years, similar necropsies have been performed on 60 wild-type pigs aged between 12 and 48 months at the Bavarian Animal Health Service, none of which displayed any tumours. Moreover, there have been very few reports of spontaneous osteosarcomas in wild-type pigs.^31, 32^

### Radiation resistance

Several mutant p53 isoforms confer resistance to radiation.^33^ p53-deficient MSCs or MSCs expressing mutant p53 show increased resistance to ^137^Cs irradiation (Figure 6a). Similarly, cells derived from an osteosarcoma on the left tibia of homozygous *TP53* knockout pig 242 showed increased radioresistance compared with control cells derived from a tumour-free bone of the same animal (Figure 6b). Tumour-derived and normal cell isolates were characterised as positive for osteocalcin, osteonectin, type 1 collagen, alkaline phosphatase and vimentin and negative for EpCam.

### Multinucleation and CIN

*TP53* mutations are associated with CIN and human osteosarcomas have genome-wide DNA instability.^34^ Osteosarcoma cells isolated from *TP53* heterozygous pig 47 and *TP53* homozygous knockout pig 242 were checked for mitotic abnormalities, as were the p53-deficient MSC clones (MSC-P, MSC-PK), cell clones with activated *TP53-R167H* mutation (MSC-PKC, MSC-PKCM) and tumour-derived poSARCO cells. Multinucleated cells with fragmented nuclei were common in all samples (Supplementary Figures S3a and b). Many osteosarcoma-derived cells showed nuclear abnormalities, such as giant nuclei, multinucleated cells, micronuclei, lagging chromosomes (anaphase bridges) and abnormal spindle apparatus (Supplementary Figures S3b and c).

Chromosome counting also revealed that only 34.7% of metaphase spreads (*n*=174) from osteosarcoma cells (homozygous *TP53* knockout pig 242) were karyotypically normal, compared with 77% from wild-type MSCs (*n*=100).

## Discussion

*In vitro* studies of sarcomagenesis with human and mouse MSCs revealed that murine MSCs can be transformed by abrogation of p53 function alone.^35^ Human MSCs are more refractory, requiring disruption of both the Rb and p53 pathways to bypass senescence in combination with ectopic expression of TERT, oncogenic HRAS^V12^ and SV40 small T antigen.^13^ We report that porcine MSCs resemble human MSCs, requiring perturbation of p53, KRAS and MYC signalling pathways with spontaneous Rb pathway inactivation and telomerase-independent immortalisation steps to convert to a fully transformed phenotype. Immortalisation via the ALT mechanism rather than telomerase reactivation accords with findings from human mesenchymal malignancies.^26^

There have been two other reports of neoplastic transformation of porcine primary cells *in vitro*, based on overexpression of randomly integrated oncogenic transgenes,^36, 37^ but these are generally expressed at non-physiological levels. Our findings are based on targeted mutation of endogenous genes, more closely mimicking natural lesions that underlie cancer.

We demonstrate that null mutation of *TP53* results in spontaneous osteosarcomas in both heterozygous (>20 months) and homozygous (7–8 months) form. Rapid disease onset is an important practical advantage for future use of this model and compares well with mice, where homozygous *Trp53* knockout animals develop neoplasms around 6 months of age.^38^ The natural lifespan of a pig is approximately 10–15 years.

The effects of osteosarcoma and the necessary surgery can be devastating. There is an urgent need for animal models to improve methods of surgical management, develop new drugs and understand the molecular basis of disease initiation and progression. Most osteosarcomas are sporadic and of unknown cause but can be induced by radiation treatment. They frequently have *TP53* and *RB1* mutations^34, 39^ and alterations affecting cell cycle checkpoints, such as reduced p16INK4A expression.^40^ Patients with Li-Fraumeni syndrome and hereditary retinoblastoma are predisposed to develop osteosarcomas.^41, 42^ Disruption of p53 often leads to genomic instability, defective nocodazole-induced mitotic spindle checkpoints and resistance to radiation, all of which we observed. We showed that cells derived from porcine osteosarcomas are resistant to radiation, consistent with radioresistance of human osteosarcomas. Similar to human osteosarcoma cell lines and tumour samples from patients, porcine osteosarcoma cells displayed nuclear abnormalities and atypical mitotic figures (anaphase bridges, abnormal spindle apparatus). Moreover, metaphase spreads of porcine osteosarcoma-derived cells displayed highly variable chromosome numbers, again similar to human data.^43^ As up to 50% of human osteosarcomas have alterations in the *TP53* gene^44^ and various cytogenetic abnormalities,^45^ we consider that our porcine osteosarcoma model provides a valuable platform for studying such genetic changes.

Genetically modified mice have so far been the natural focus for modelling osteosarcoma. Germline *Trp53* inactivation in mice results in diverse cancers, with ~25% osteosarcomas in heterozygotes and ~4% osteosarcomas in homozygotes, which mainly develop lymphomas.^46^ The high incidence of other tumours is a problem that has motivated development of improved mouse osteosarcoma models with Cre-mediated conditional deletion of *Trp53* in the osteogenic lineage, sometimes in combination with *Rb1*. These models show highly penetrant osteosarcoma formation but have been criticised because murine primary tumours predominantly affect the axial skeleton, while human osteosarcomas are most common in the long bones of the limbs.^47^

Work in rats is less advanced than in mice, but a similar mixed tumour spectrum has been reported, with approximately half of heterozygous *Trp53* knockout rats developing osteosarcomas, while most homozygotes develop haemangiosarcoma.^48^

Yucatan pigs have been described that carry the *TP53*^*R167H*^ mutation.^7^ Pigs heterozygous for this mutant allele were reported to be free of tumours up to 30 months, while homozygous pigs mainly developed lymphomas and some osteogenic tumours. These findings differ from ours, perhaps owing to the different breed, the p53 mutation or both.

Many different p53 mutations have been analysed in humans and mice. Human *TP53*^*R175H*^ (orthologous to porcine *TP53*^*R167H*^) is thought to impart gain-of-function properties with dominant-negative effect. Mutant p53-R175H inhibits wild-type p53 interaction with promoter elements,^49^ advances angiogenesis,^50^ and promotes epithelial–mesenchymal transition.^51^ Genotype–phenotype analysis of Li-Fraumeni families revealed that patients carrying such a mutation in the core p53 DNA-binding domain show more highly penetrant cancer phenotypes with higher incidence and earlier onset than those with *TP53* inactivation mutations.^52, 53^ These observations are also reflected in mouse studies. Mice heterozygous for *Trp53*^*R172H*^ (orthologous to human *TP53*^*R175H*^ and porcine *TP53*^*R167H*^) developed more tumours and a different tumour spectrum than heterozygous knockout mice.^54^

We previously showed that p53-deficient porcine cells develop a transformed phenotype with more rapid cell doubling, growth in semi-solid medium and resistance to the chemotherapeutic drug doxorubicin and that these characteristics were more pronounced in porcine cells that express mutant p53-R167H,^8^ suggesting that porcine p53-R167H is a gain-of-function mutation, as per murine and human data. An important advantage of our model is that the *TP53* knockout allele can be activated to express mutant p53-R167H, so it will, in future, be possible to generate animals that express p53-R167H for direct comparison with p53 inactivation in the same breed.

To the best of our knowledge, ours is the first report of *TP53* knockout pigs. The anatomical locations of osteosarcomas observed are mainly the long bones, skull and mandible. Analysis of homozygous p53 deficiency is so far restricted to two animals but indicates accelerated tumour development and, unlike rodents, no change in tumour spectrum relative to heterozygous knockout.

Our priority is now to further investigate how accurately the model represents the human disease. The initiation and progression of human osteosarcoma are not well understood and we hope the porcine model will help elucidate the molecular pathways and driver mutations involved. Imaging studies will enable non-invasive longitudinal investigation of individual animals to identify early-stage tumours, analyse disease progression and investigate metastasis. Several practical advantages of the model are already apparent, not least its simplicity, with no need for tissue-specific gene inactivation or multiple engineered mutations. It is also helpful that osteosarcomas form relatively late in heterozygotes, allowing normal breeding and expansion of the herd, and with short latency in homozygotes that can be produced as required.

## Materials and methods

### Reagents

Chemicals were obtained from Sigma-Aldrich Chemie GmbH (Munich, Germany) unless otherwise specified; cell culture media and supplements were obtained from ThermoFisher Scientific (Waltham, MA, USA) or Invitrogen (Carlsbad, CA, USA) unless otherwise specified.

### Animals

Animal studies were approved by the Government of Upper Bavaria (permit number 55.2-1-54-2532-34-09) and performed according to the German Animal Welfare Act and European Union Normative for Care and Use of Experimental Animals and were approved by the Institutional Animal Care and Use Committees of Technische Universität München, and Regierung von Oberbayern.

Nine *TP53*^*LSL-R167H/+*^ and two *TP5*^*LSL-R167H/LSL-R167H*^ Landrace pigs aged 7.5–32 months, male and female, were generated and raised in our own facilities with food and water provided *ad libitum*.

Two 7- and 10-week-old female NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) mice were purchased from Jackson Lab (Bar Harbor, ME, USA) and maintained in specific pathogen-free facilities with food and water provided *ad libitum*.

### Necropsy examination and tumour analysis

Pigs were humanely killed and complete necropsy examination was carried out at the Tiergesundheitsdienst Bayern (Bavarian Animal Health Service). Specimens were fixed, embedded, sectioned and stained by standard methods. Bone specimens were first decalcified in Ossa Fixona (Waldeck GmbH, Münster, Germany).

### Porcine primary cells and cell lines

Porcine primary cells and cell lines were derived in house and regularly screened for mycoplasma contamination. Cell lines of human origin (Hek293, HCT1116, SW480,CaCo2) were obtained from ATCC or DSMZ (Braunschweig, Germany), cultured in Dulbecco's Modified Eagle's Medium (DMEM) with foetal calf serum (7%), 1% Pen/Strep and 1% glutamine and tested every 2 months for mycoplasma infection. To avoid contamination and phenotype changes, cells were kept as frozen stocks and cultured for 4 weeks maximum.

### Generation of TP53^R167H^, KRAS^G12D^ double gene targeted porcine MSC clones

Derivation and culture of porcine *TP53* gene-targeted MSC clones has been described previously.^8^ The vector KRAS-BSR (Supplementary Figure S1a) is the same as vector KRAS-NEO, which has been described previously,^9^ but contains the blasticidin resistance gene (*bsr*) instead of *neo*.

KRAS-BSR targeted cell clones were identified by: 5′ and 3′ junction PCR, RT–PCR, and restriction fragment-length polymorphism to confirm the G to A mutation, as described elsewhere.^9^ Cre-mediated induction of *TP53*^*R167H*^ and *KRAS*^*G12D*^ alleles was confirmed by PCR and RT–PCR analysis as described elsewhere.^8, 9^ All PCR primers used and diagnostic fragments amplified are shown in Supplementary Table S2.

### Porcine MYC expression vector

This vector comprised the mouse phosphoglycerate kinase promoter directing expression of 1.361 kb porcine *MYC* cDNA linked to 98 bp *MYC* 5′ and 178 bp *MYC* 3′ untranslated regions (NCBI accession number NM_001005154.1: 494…2128). A *bsr* selectable marker linked by an internal ribosome entry sequence was placed 3′ of the *MYC* coding sequence.

### Cre recombinase protein transduction

Cre protein was produced *in vitro* with the vector pTriEx-HTNC (Addgene plasmid 13763, Cambridge, MA, USA) as described^55, 56^ and transduced as described previously.^8^ After 96 h, cells were plated by limiting dilution into 96-well plates to derive single-cell clones.

### Bisulphite sequencing

In all, 500 ng genomic DNA samples were converted using the EpiTect Fast Bisulphite Conversion Kit (Qiagen, Germantown, MD, USA) by standard methods. A 266-bp *P16INK4A* fragment (NCBI accession number AJ316064.1: 299…565) was amplified using primers BS-p16F and BS-p16R with GoTaq Polymerase (Promega, Madison, WI, USA). Thermal cycling conditions were: 30 min, 95 °C; then 35 cycles of: 30 s, 95 °C; 30 s, 54 °C; 30 s, 72 °C; followed by 5 min, 72 °C. Amplified PCR products were processed as described previously.^57^

### Copy number variation analysis

Q-PCR was carried out using Fast SybrGreen PCR MasterMix and run on 7500 Fast Real-Time PCR System (both from Applied Biosystems, Foster City, CA, USA). Relative quantification of *KRAS* copy number was performed with primers CNV-KRASF and CNV-KRASR. *GAPDH* (glyceraldehyde 3-phosphate dehydrogenase) was amplified using primers CNV-GAPDHF and CNV-GAPDHR. Relative quantification of copy number alterations was performed in 10 μl with 10 ng genomic DNA. Thermal cycling conditions were 10 min, 95 °C; then 40 cycles of: 15 s, 95 °C; 1 min, 60 °C. Samples were run in triplicate, data were normalised to *GAPDH* and copy numbers were calculated by the ΔΔC_T_ method.

### Quantitative real-time RT–PCR

Relative quantification of gene expression was carried out by two-step Q-RT–PCR using Fast SybrGreen PCR MasterMix. Primers used were: p16INK4α RT-p16F and RT-p16R; p14ARF RT-p14F and RT-p14R; MYC RT-MycF and RT-MycR; and GAPDH RT-GAPDHF and RT-GAPDHR. Reactions were performed in 10 μl. Thermal cycling parameters were as above. Samples were assayed in triplicate, relative expression was normalised to GAPDH expression and fold-differences were calculated by the ΔΔC_T_ method.

### Western blotting analysis

Protein lysates were prepared as described previously.^8^ Total protein (40 μg) was loaded in each lane and separated by 15% sodium dodecyl sulphate–polyacrylamide gel electrophoresis. Blotting and detection of p53 and GAPDH was as described previously.^58^ Porcine MYC was detected with anti-c-MYC (*N*-262, Santa Cruz Biotechnology, Heidelberg, Germany) diluted 1:250.

### Ras activation assay

Ras activity was analysed using the Ras Activation Assay Kit (Merck, Millipore, Darmstadt, Germany). Total protein (1 mg) was incubated with 10 μg Raf-1 RBD agarose for 3 h at 4 °C with gentle agitation. Western blotting and detection were carried out according to the manufacturer's instructions.

### Growth characteristics of porcine cells

Cycling and non-cycling cells in the G_0_/G_1_ peak were differentiated by 2-h pulse-labelling with 5-ethynyl-2'-deoxyuridine and then staining with the Click-iT EdU Flow Cytometry Assay Kit (ThermoFisher). For the focus formation assay, 1 × 10^5^ cells were plated onto 10-cm cell culture dishes and cultured for 4 weeks, and the medium was changed every 2–3 days. Anchorage-independent growth assay of primary and transformed porcine cells was carried out as described.^8^

### Tumour growth and isolation of porcine sarcoma-derived tumour cells

Groups of 1 × 10^7^ cells suspended in chilled DMEM were mixed 1:1 with high concentration matrigel basement membrane matrix (BD Biosciences, Bedford, MA, USA) and implanted subcutaneously into NSG mice. Mice were humanely killed, tumours excised, fixed, sectioned and H&E (haemotoxylin and eosin) stained by standard methods. Cells were derived from a minced piece of tumour digested in DMEM supplemented with 200 U/ml collagenase type IV (Worthington, Lakewood, NJ, USA) at 37 °C for 24 h, then centrifuged at 100 r.c.f. for 5 min. Cells were resuspended in standard porcine MSC medium,^8^ cultured at 37 °C, 5% CO_2_ and passaged at regular intervals.

### Establishment of cell cultures from porcine osteosarcoma

Cell cultures were established from osteosarcomas as described above for tumour xenografts, cultured and passaged by standard methods.

### Gene expression profiling and data analysis

cDNA was prepared from total RNA by standard methods. Gene expression experiments were conducted on custom *Sus Scrofa* 12-plex microarrays containing 142 073 probes targeting 17 261 genes. Probe selection and array design is described elsewhere.^59^ In all, 200 ng double-stranded cDNA was Cy3-labelled using the 'One colour DNA Labelling Kit' (Roche NimbleGen, Madison, WI, USA). A minimum of three technical replicates of each sample were loaded, and raw data intensities were collected using a NimbleGen MS200 scanner. Background corrected, quantile normalised and RMA (Robust Multi-Array Analysis) normalised probe intensities were generated using the NimbleScan v2.6 software (Roche NimbleGen). Average signal intensities were calculated for each probe set and log2 transformed. Data were analysed using the Partek Genomics Suite software, v6.6 (Partek, St Louis, MO, USA). Significant differentially expressed genes were identified for a false-discovery rate *P*-value of 0.05 and twofold change.

### Indirect immunofluorescence staining

Immunostaining and fluorescence micrography were performed as described previously.^60^ Antibodies and reagents used were: anti-α-tubulin (MABT205, Calbiochem, San Diego, CA, USA), 4′,6-diamidino-2-phenyl indole (DAPI) and TRITC-Phalloidin (P1951, Sigma-Aldrich), secondary antibodies coupled to fluorophores (Jackson Immunoresearch, West Grove, PA, USA).

### Cell cycle analysis

Mitotic arrest was induced with 100 ng/ml nocadazole for 20 h. Cells were harvested, washed, resuspended in ice-cold Ca^2+^/Mg^2+^-free phosphate-buffered saline with 1 mg/ml glucose, fixed in 70% ice-cold ethanol overnight at 4 °C and incubated 1 h at room temperature in the dark with 50 μg/ml propidium iodide and 0.4 mg/ml RNaseA (Qiagen). Cells were washed, resuspended in phosphate-buffered saline with 0,5% (v/v) bovine serum albumin and 0.01% (w/v) NaN_3_ and strained before fluorescence-activated cell sorting analysis. Cell cycle profiles were measured using a FACSCalibur device (BD Biosciences, San Jose, CA, USA) with the CellQuest Pro software (BD Biosciences). Doublets, dead cells and debris were excluded, and single-parameter DNA histograms were analysed with the FlowJo software (Tree Star, Ashland, OR, USA) to identify G_1_ and G_2_/M peaks and the S-phase populations from univariate distribution curves.

### Cell irradiation clonogenic assay

Aliquots of 5 × 10^5^ cells were irradiated with 2, 6 and 10 Gy from a ^137^Cs source (GE Healthcare Buchler, Braunschweig, Germany), seeded in six-well plates and cultured under standard conditions overnight. A total of 1 × 10^2^ cells were seeded on 10-cm dishes and cultivated under standard conditions for 14 days. Plates were fixed and stained with 0.1% crystal violet by standard methods, and colonies were counted by two observers.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism 5 and GraphPad InStat3 (GraphPad Software, La Jolla, CA, USA). Data are presented as mean±s.d. Comparison between two data sets was carried out using Student's unpaired *t*-test, after prior testing for Gaussian distribution. Non-normally distributed sample sets were tested with Mann–Whitney *U*-tests. All statistical comparisons were carried out at a 0.05 threshold level of significance.

### Karyotype analysis

Primary porcine cells were treated with 0.8 μg/ml colcemid for 20 h, dissociated with 10 × trypsin/EDTA, treated with 0.8% Na-citrate/75 mm KCl/H_2_O (1:1:1) and fixed with ice-cold methanol/acetic acid (3:1). Metaphase spreads were treated with 0.03 mg/ml pepsin in 0.01m HCl, 45 s at 37 °C, DAPI stained and mounted with antifade.

## Figures and Tables

**Figure 1:**
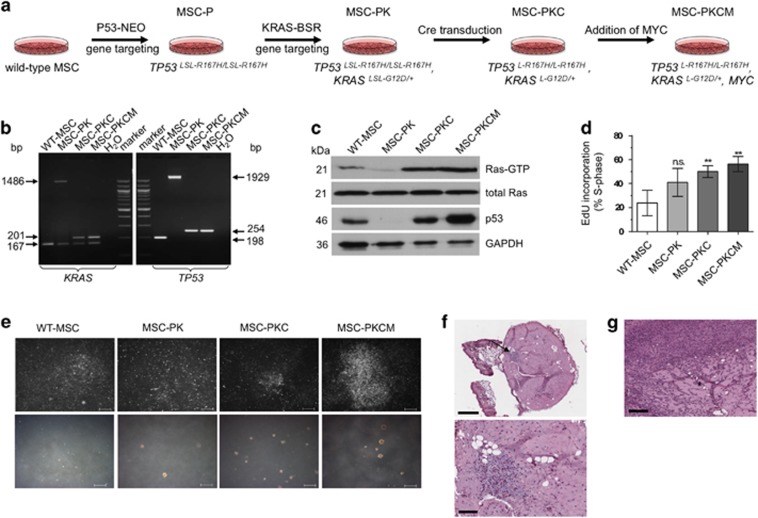
Transformation of porcine MSCs. (**a**) Overview of stepwise transformation of genetically modified porcine MSCs. (**b**) Left: Cre-mediated excision of transcriptional termination cassette from the *KRAS*^*LSL-G12D*^ allele. Cell types as shown. PCR amplification products across the site of the LSL-BS cassette in *KRAS* intron 1. Predicted fragment sizes: wild-type *KRAS* 167 bp; non-recombined *KRAS*^*LSL-G12D*^ 1486 bp; Cre-excised *KRAS*^*L-G12D*^ 201 bp. Right: Cre-mediated excision of transcriptional termination cassette from both *TP53*^*LSL-R167H*^ alleles. Cell types as shown. PCR amplification products across the site of LSL-NEO cassette in *TP53* intron 1. Predicted fragment sizes: wild-type *TP53* 198 bp; non-recombined *TP53*^*LSL-R167H*^ 1929 bp; Cre-excised *TP53*^*L-R167H*^ 254 bp. (**c**) Ras activation assay and p53 western blotting analysis. Cre-recombined MSC-PKC and MSC-PKCM cells show increased levels of active GTP-bound Ras proteins (21 kDa) as well as abundant levels of mutant p53-R167H proteins (46 kDa). (**d**) EdU (5-ethynyl-2'-deoxyuridine) incorporation during S phase. Data are consistent with the enhanced proliferative capacity of genetically modified derivatives relative to wild-type MSCs. *P*-values: MSC-PK=0.0727; MSC-PKC=0.0042; MSC-PKCM=0.0019. (**e**) Upper row: Loss of contact inhibition. MSC-PKCM cells form multi-layered foci when cultured at higher densities. Scale bars indicate 400 μm. Lower row: Anchorage-independent growth in soft agar. Wild-type MSCs grow as single cells in semi-solid medium, whereas MSC-PK, MSC-PKC and MSC-PKCM cells form three-dimensional colonies. Scale bars indicate 400 μm. (**f**) Upper: H&E-stained section of paucicellular nodule formed by injected MSC-PKC cells. The nodule consists mainly of matrigel with fat islands, capillary sprouts and isolated cells with slightly irregular nuclei. Scale bar indicates 500 μm. The arrow indicates an area of higher cellularity. Lower: Mesenchymal cells with slightly irregular nuclei embedded in a myxoid stroma are evident at higher magnification. Scale bar indicates 100 μm. (**g**) H&E-stained sections of MSC-PKCM derived tumour. This tumour is mostly highly cellular, but a matrix-rich area is still present, for example, as indicated by an asterisk. In the cellular areas, large tumour cells with pleomorphic nuclei are evident. A chronic inflammatory reaction is also present. Scale bar indicates 200 μm.

**Figure 2:**
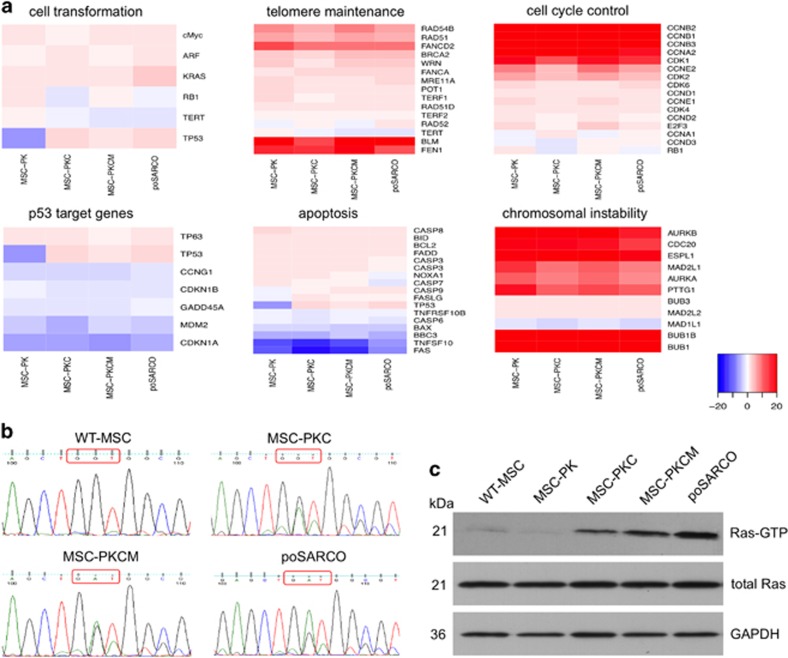
Expression profiles of cancer-related genes in transformed MSCs and sarcoma-derived tumour cells. (**a**) Differential gene expression heat maps relative to wild-type MSCs. Genes are grouped by functional categories, as indicated. The key at bottom right indicates fold-change values (log2 scale) represented as a colour gradient from blue (downregulation) to red (upregulation). See also Supplementary Table S2. (**b**) Sequence analysis of KRAS RT–PCR products amplified from exon 1 to exon 4. Cell types as shown. Codon 12 is indicated by a red box. RT–PCR products carrying the GAT sequence (G12D mutation) are the predominant species in poSARCO cells. (**c**) PoSARCO cells express higher levels of active GTP-bound Ras proteins (21 kDa) than the parental MSC-PKCM cells.

**Figure 3:**
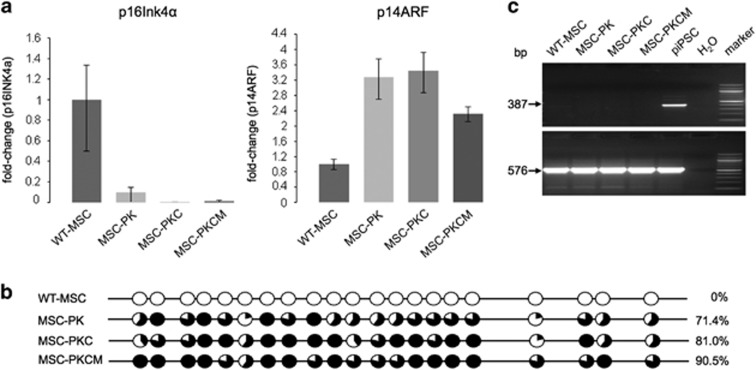
p16INK4, p14ARF and TERT expression. (**a**) Expression of porcine p16INK4α and p14ARF relative to wild-type MSCs. Cell types as shown. Values are normalised to GAPDH mRNA expression. Left: Downregulation of p16INK4α mRNA expression in stepwise modified MSC derivatives. Right: Increased p14ARF mRNA expression in modified porcine MSC derivatives. (**b**) CpG methylation analysis of the porcine *P16INK4A* locus (−10 to +256 bp relative to transcription start). Circles indicate methylation sites: filled circles represent methylated and open circles non-methylated sites. The proportion of total sites methylated is indicated at right. Cell types as shown. (**c**) Telomerase reverse transcriptase (TERT) expression is not activated in transformed porcine MSC derivatives. Porcine induced pluripotent stem cells (piPSC) are shown as a positive control for porcine TERT expression; a diagnostic 387-bp DNA fragment is evident. GAPDH was amplified (567 bp) as a control as indicated.

**Figure 4:**
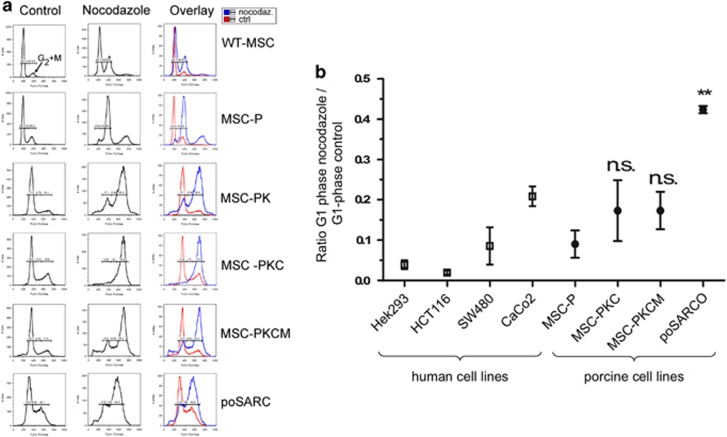
Chromosomal instability. (**a**) The number of cells in G_0_/G_1_, S and G_2_/M phase determined by flow cytometry, after growth under normal conditions (control), and 24 h after treatment with nocodazole. Representative DNA content histograms are shown for cell types as indicated. Wild-type MSCs show a strong increase in the G_2_/M-phase peak in response to nocadazole. In contrast, p53-deficient cell types (MSC-P, MSC-PK) and cells that express mutant p53-R167H (MSC-PKC,MSC-PKCM poSARCO) show no such increase but feature polyploid DNA peaks after nocodazole treatment. (**b**) Mitotic block index. The ratio of G_1_ peak in nocodazole-treated cells compared with control conditions (mean±s.d. for *n*=4 assays) shown for human cell lines and porcine MSC derivatives as indicated. A low index value indicates an effective mitotic checkpoint arrest after nocodazole treatment, as shown for human HEK293 (non-tumour origin) and HCT116 cells (colon cancer cells, chromosomally stable but DNA microsatellite unstable). In contrast, human SW480 and CaCo2 cells have high index values, indicating failure to induce G_2_/M arrest. MSC-P cells have intermediate index values, whereas MSC-PKC and MSC-PKCM clones, and especially poSARCO cells, have highly elevated index values, indicative of mitotic checkpoint deficiency. The tumour-derived poSARCO cells feature significantly increased index numbers, compared with p53-deficient MSC-P (*P*=0.0055), whereas MSC-PKC and MSC-PKCM cells do not differ significantly from MSC-P.

**Figure 5:**
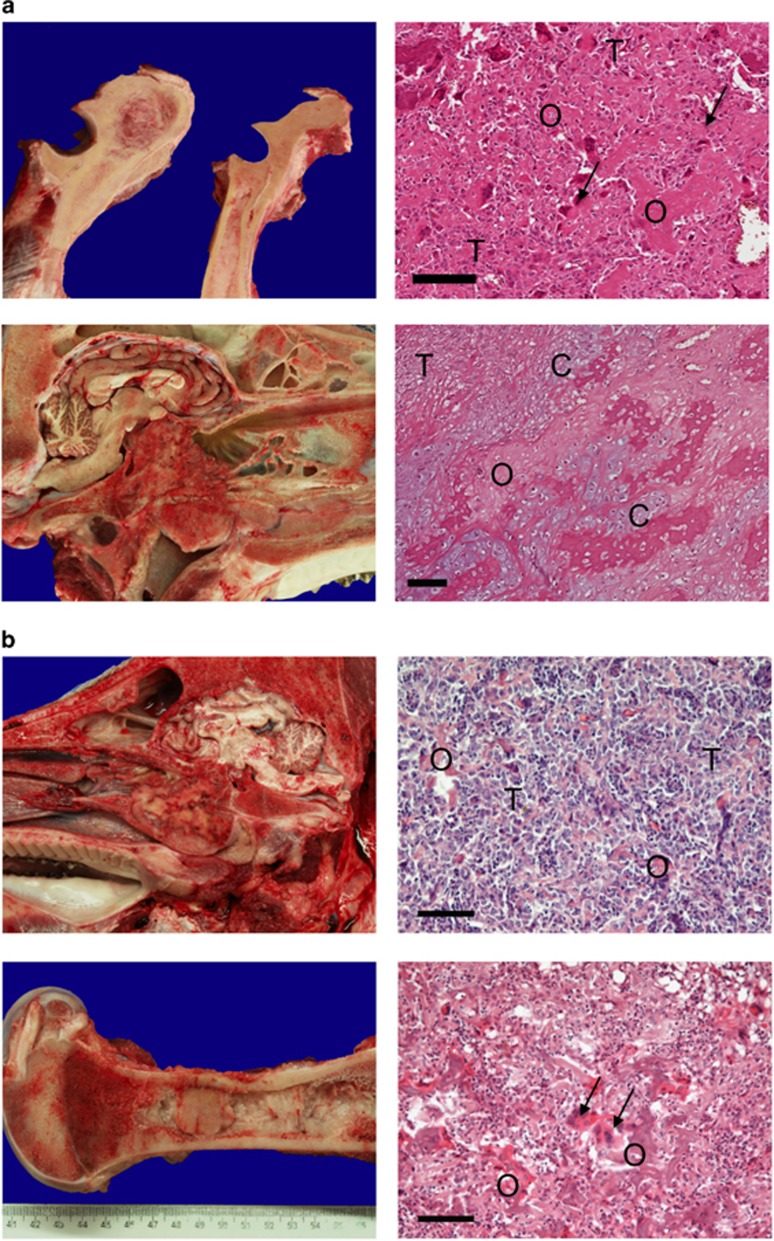
Osteosarcomas in *TP53* knockout pigs. (**a**) Upper: Osteoblastic osteosarcoma at left tuber olecrani in heterozygous knockout animal ID: 36. H&E-stained section shows tumour cells (T) with eccentric, hyperchromatic nuclei that produce osteoid (O). Multinucleate giant cells (arrows) with features of osteoclasts are scattered throughout the neoplasia. Scale bar indicates 100 μm. Lower: Osteoblastic and chondroblastic osteosarcoma at the skull basis in heterozygous knockout animal ID: 47. H&E-stained section shows tumour cells (T) that produce osteoid (O) and a chondroid matrix (C). Scale bar indicates 100 μm. (**b**) Upper: Osteoblastic osteosarcoma of the skull infiltrating os sphenoidale and vomer in homozygous knockout animal ID: 242. Polygonal tumour cells (T) and islands of osteoid (O). Scale bar indicates 100 μm. Lower: osteoblastic osteosarcoma in the bone marrow of left femur in homozygous knockout animal ID: 242. Multinucleated giant cells (arrows) were scattered throughout the neoplasia. Scale bar indicates 100 μm.

**Figure 6:**
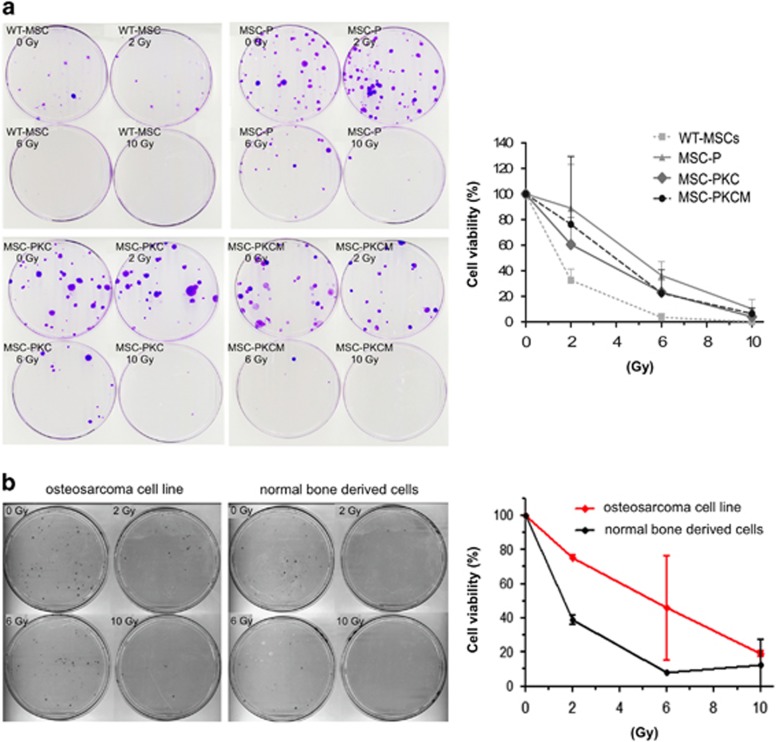
Transformed MSCs and osteosarcoma-derived cells show increased resistance to radiation. (**a**) Survival of cells after ^137^Cs irradiation after 2 weeks of culture. Left: Colonies stained with crystal violet; cell types and doses as indicated. Right: Mean survival±s.d., *n*=4. No significant differences were observed at 10 Gy irradiation. However, at 2 Gy transformed MSC showed increased viability compared with WT-MSCs: MSC-P (*P*=0.0184), MSCK-PKC (*P*=0.0500). MSC-PKCM cells did not attain significance (*P*=0.1558). Results were similar at the intermediate dose 6 Gy: MSC-P (*P*=0.0011); MSCK-PKC (*P*=0.0081); MSC-PKCM (*P*=0.0874). (**b**) Osteosarcoma cells show increased radioresistance. Cell survival in response to irradiation was assessed after 2 weeks of cell culture, as above. Cells were derived from a tumour on the left tibia of homozygous TP53 knockout pig (animal ID: 242) compared with cells from a tumour-free bone of the same animal. Tumour cells showed increased clonal growth after irradiation.

**Table 1:** Necropsy examination of heterozygous and homozygous TP53 knockout pigs

*Age (months)*	*ID*	*TP53*	*Gen.*	*Tumour pathology*	*Tumour location*	*Tumour dimensions*
10	56	Heteroz. KO	G0	None detected		
12.5	64	Heteroz. KO	G0	None detected		
14	48	Heteroz. KO	G0	None detected		
16	45	Heteroz. KO	G0	None detected		
21	49	Heteroz. KO	G0	None detected Multifocal calcifying and ossifying fibroplasia on liver capsule, in mesentery (plica ileocaecalis) and in lymph nodes (Lnn. ileocolici).		
21.5	60	Heteroz. KO	G0	Calcifying fibrous tumour Nodular neoplasm consisting of a dense poorly demarcated cell population with infiltration into surrounding tissue. Closely packed cells formed bundles and streams in a fibrous stroma with multiple foci of collagen bundles with dystrophic calcification. Cells were spindled with indistinct cell borders and showed a moderate amount of eosinophilic, fibrillar cytoplasm and an oval-to-spindled nucleus with either sparsely or densely packed chromatin and one or two nucleoli. Anisocaryosis and scattered multinucleated giant cells present. Mitotic activity low. Additionally, vascular and capsular invasion, focal necroses and haemorrhages, as well as purulent and ulcerating inflammation.	Mandible. Corpus mandibulae, pars incisiva, bone marrow and compacta	6 × 5 × 4 cm^3^
21.5	34	Heteroz. KO	G0	Osteoblastic osteosarcoma Lobular neoplasm consisting of a dense cellular, well-demarcated cell population with infiltration into surrounding tissue. Two cell morphologies were distinguishable. In some parts, sheets of neoplastic cells in a loosely arranged fibrous stroma with foci of eosinophilic amorphous osteoid. The polygonal cells with indistinct cell borders had a moderate amount of eosinophilic cytoplasm and a polygonal eccentric nucleus with either sparsely or densely packed chromatin and one or two nucleoli. In other parts, bundles and streams of neoplastic cells in a fibrous stroma with osteoid foci. Spindled cells with indistinct cell borders had a moderate amount of eosinophilic cytoplasm and an oval-to-spindled nucleus with either sparsely or densely packed chromatin and one or two prominent nucleoli. In all parts, cells showed anisocaryosis and anisocytosis and scattered multinucleated giant cells. Mitotic activity varied from low to high. Vascular and capsular invasion, focal necroses and haemorrhages.	Left tibia. Proximal metaphysis, bone marrow, compacta, surrounding soft tissue	ø 4 cm
				Cavernous haemangioma Well-circumscribed proliferation in the dermis consisting of dilated blood-filled spaces in very little stroma. Vascular spaces were lined by well-differentiated endothelial cells. No mitoses visible.	Skin. Inner claw, left hind limb	ø 0.5 cm
23	47	Heteroz. KO	G0	Osteoblastic and chondroblastic osteosarcoma Similar morphology as animal ID 34. Spindle cell type predominated. Scattered foci of cartilage tissue present.	Skull. Os ethmoidale and vomer	6.5 × 3.5 × 6.5 cm^3^
32	36	Heteroz. KO	G0	Osteoblastic osteosarcoma Similar morphology as animal ID 34. Polygonal cell type predominated.	Left ulna. Tuber olecranon, bone marrow and compacta	ø 5 cm
8	242	Homoz. KO	F2	Multifocal osteoblastic osteosarcoma Similar morphology as animal ID 34. Spindle cell type present in pelvic neoplasia. Polygonal cell type dominated the neoplasia in skull and extremities. Focal purulent inflammation and focal lymphocyte infiltration.	Skull. Os sphenoidale and vomer	6 × 4 × 4 cm^3^
					Left femur. Diaphysis, bone marrow	2 × 2 × 2 cm^3^
					Left tibia. Proximal epiphysis, compacta	6 × 2 × 2 cm^3^
				Hyperplasia of bone tissue in the diaphysis of both ulnae and right femur Multifocal calcifying and ossifying fibroplasia in mesentery (plica ileocaecalis)	Left humerus. Diaphysis, bone marrow	6 × 2 × 2 cm^3^
					Pelvic bone, right os ilium, bone marrow	ø 1.5 cm
7.5	336	Homoz. KO	F2	Multifocal osteoblastic osteosarcoma	Eighth thoracic vertebra. Corpus vertebrae	5.5 cm, ø 0.5 cm
				Similar morphology as animal ID 34. The spindle cell type dominated. The tumour mass proliferated into the vertebral canal and compressed the spinal cord over a distance of 5.5 cm.	Right femur. Diaphysis	2.8 × 2 × 1.2 cm^3^
					Right ulna. Epiphysis and diaphysis	2 × 2 × 1 cm^3^

Abbreviations: Gen., generation; heteroz. KO, *TP53*^*LSL-R167H/+*^ pigs; homoz. KO, *TP53*^*LSL-R167H/LSL-R167H*^ pigs.

# Supplementary material for: A porcine model of osteosarcoma
**Source:** Oncogenesis. 2016 Mar 14;5(3):e210–. doi: 10.1038/oncsis.2016.19
**Supplement:** Supplementary Information

**Supplementary Figures**

**Supplementary Figure 1. Porcine *KRASLSL-G12D*gene targeting using KRAS-BSR construct**

a, upper:Porcine *KRAS* gene locus. Exons are numbered, coding and non-coding exons are marked in black and open boxes.

lower:KRAS-BSRgene targeting vector. Vector presents regions of homology, the transcriptional termination cassette (LSL) in intron 1 and the G to A point mutation (encoding G12D) in exon 2 is indicated by an asterisk. PCR as well as RT-PCR primers that were used to identify and analyse gene targeted cell clones.

b, Upper panel shows PCR detection of a diagnostic 3.4 kb fragment over the *KRASLSL-G12D*5’ junction site. Lanes show wild-type MSCs, the p53 deficient cell clone MSC-P and KRAS-BSR transfected MSC-PK subclones (-39, -67, -82, -83 and -84).

The integration of the LSL-BS cassette at the targeted *KRAS* gene locus is indicated by the presence of a diagnostic 3.4 kb PCR product. Middle panel: Amplification of a diagnostic 3.3 kb fragment from the wild-type *KRAS* allele was carried out as loading control. The lower panel depicts the PCR amplification of a diagnostic 10.8 kb fragment across the 3’ junction of the targeted site. WT-MSCs and the parental cell clone MSC-P were included as negative controls.

c, *BccI* restriction fragment length polymorphism analysis to detect the G12D mutation in exon 2. *BccI* restriction digestion of a 2.8 kb PCR fragment covering exon 2 results in a diagnostic 391 bp DNA fragment containing wild-type codon 12. The presence of the G to A mutation at codon 12 leads to an additional *BccI* restriction enzyme recognition site resulting in 257 bp and 134 bp DNA fragments. Shown are KRAS-BSR transfected MSC-PK subclones (-39, -67, -82 and -84). RFLP for wild-type *KRAS*: 609, 520, 430, 391, 249, 190, 189, 187, 37, 31 bp; RFLP for mutant *KRASG12D*: 609, 520, 430, 257, 249, 190, 189, 187, 134, 37, 31 bp

d, Expression of truncated KRAS-BS mRNA species. The upper panel shows RT-PCR detection of 536 bp truncated KRAS-BS transcripts (*KRAS* exon 1 to *bsr*) terminating in the LSL-BS cassette in: wild-type MSCs, p53 deficinet cell clone MSC-P and KRAS-BSR transfected cell clones MSC-PK39, MSC-PK67 and MSC-PK82. The lower panel illustrates RT-PCR detection of wild-type KRAS mRNA species (492 bp).

**
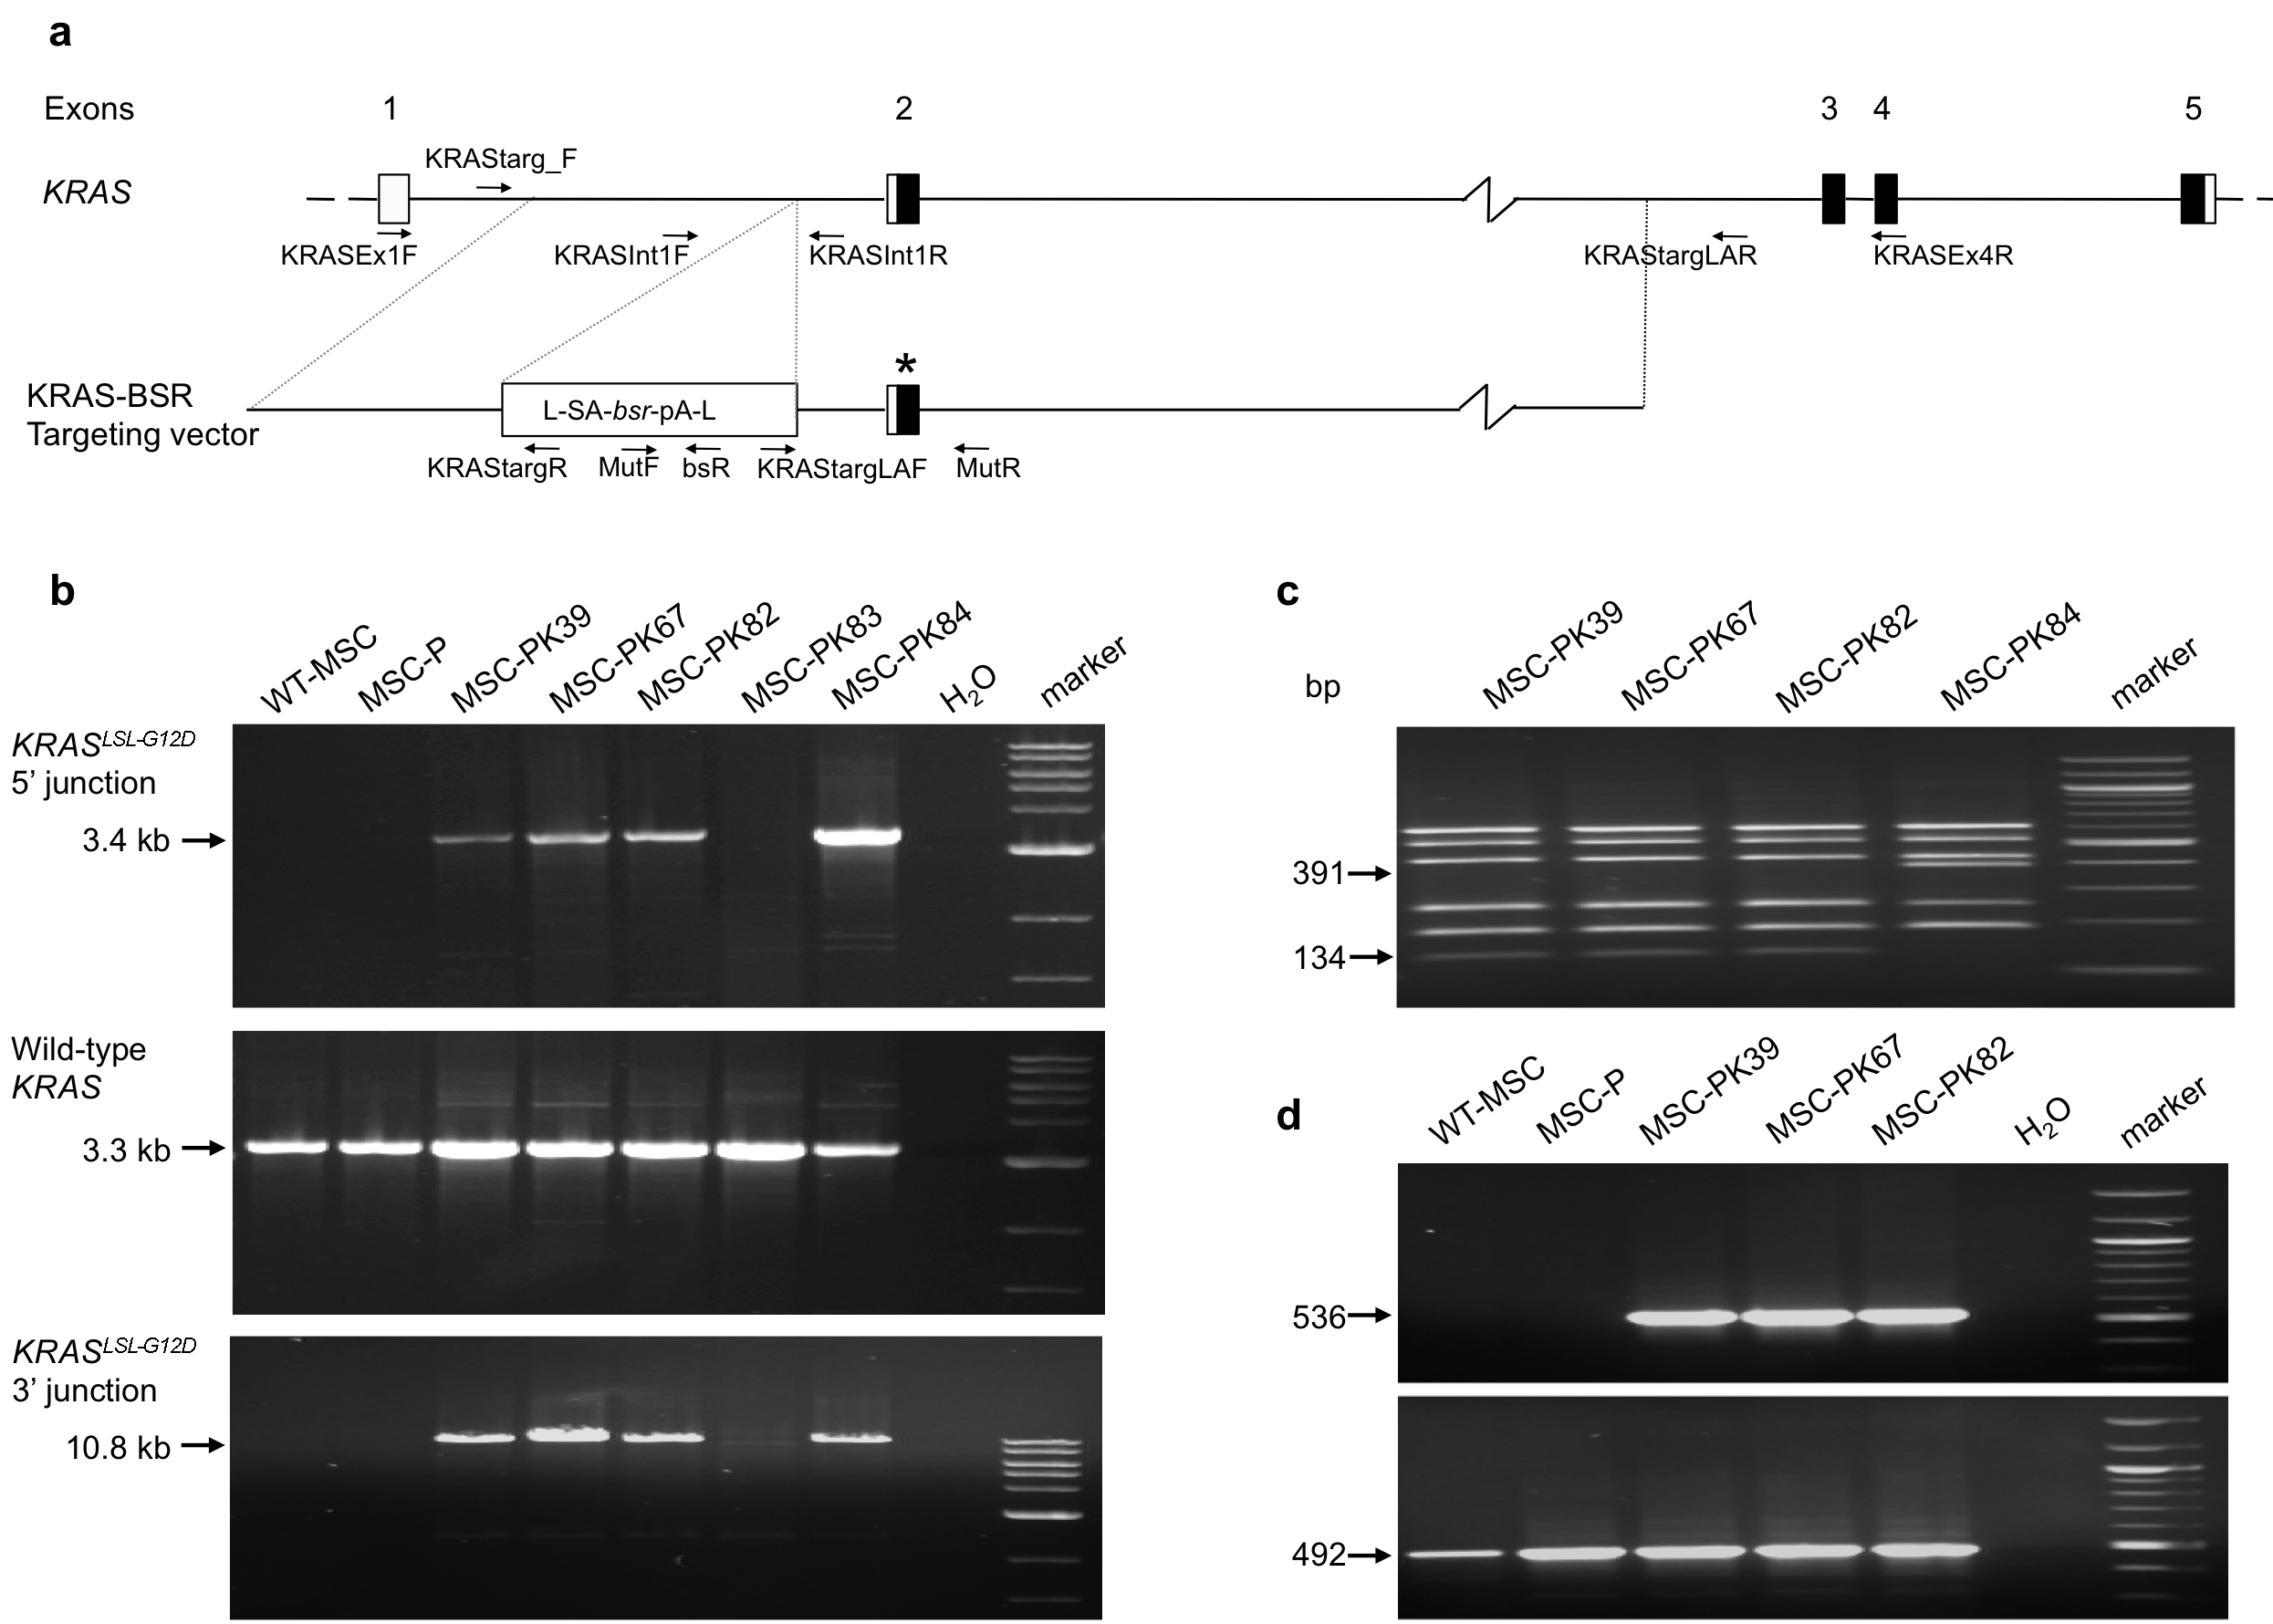
**

**Supplementary Figure 2. Increased expression of MYC in MSC-PKCM**

**a,** Relative MYC expression levels in stepwise modified porcine cells compared to their relative parental cell clone. Depicted are fold-change values of the cell clones, normalised to GAPDH expression. Stable selected MYC transfectants (MSC-PKCM) show an averaged 1.7 fold increase in MYC mRNA expression compared to untreated MSC-PKC cells.

**b,** Western blot analysis. Stable selected MYC transfectants (MSC-PKCM) show increased MYC protein levels.

**
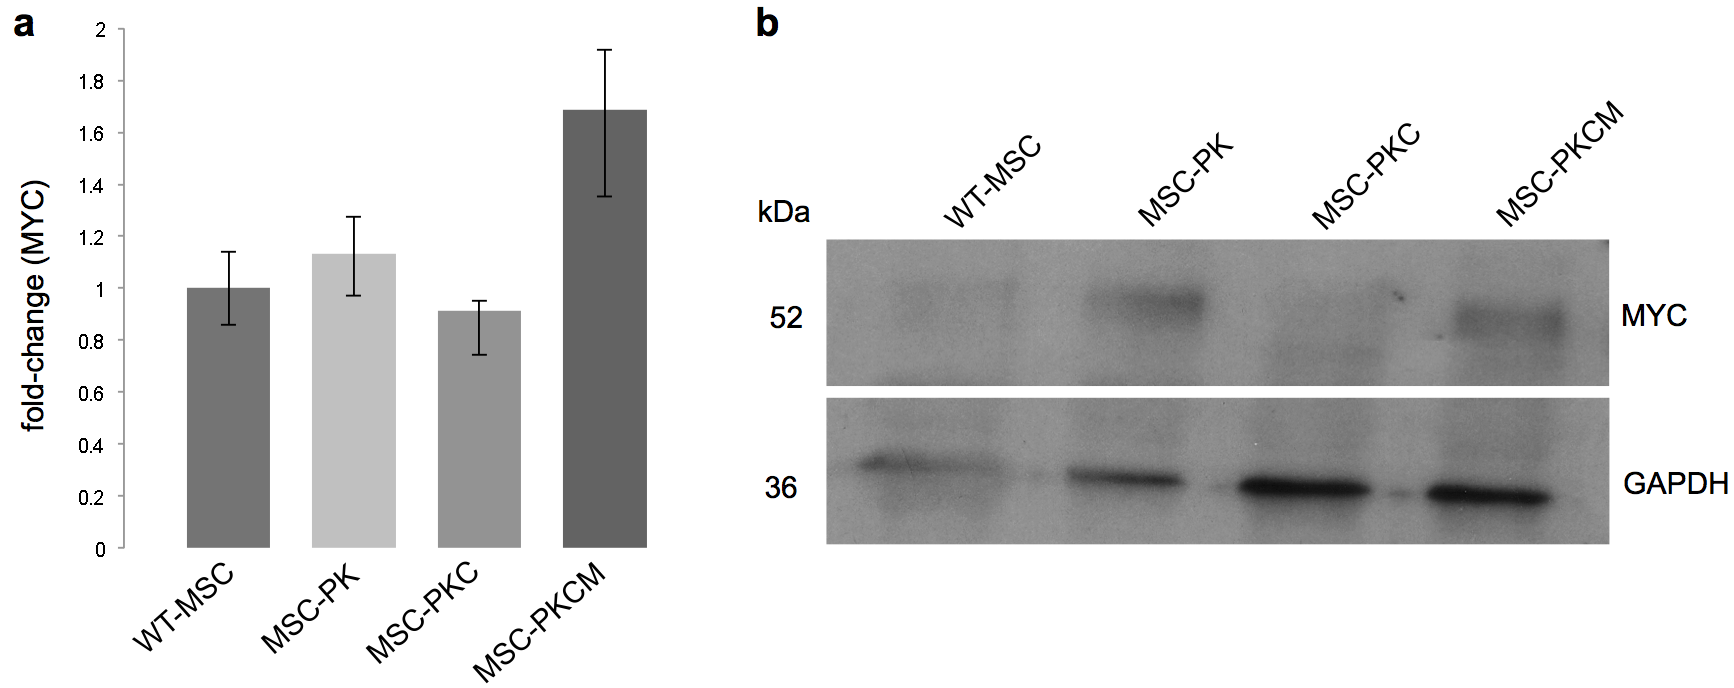
**

**Supplementary Figure 3. Multinucleation and chromosomal instability in stepwise modified mesenchymal stem cells and porcine sarcoma-derived tumour cells**

**a**, Cellular morphology was assessed by immunofluorescence microscopy analysis of microtubules (anti-tubulin staining, green), actin cytoskeleton (TRITC-phalloidin staining, red), nuclear staining (DAPI, blue), combined with phase contrast images (right row).

**Top row,** Wild-type MSCs show normal spindle-cell like cell morphology and no evidence of aberrations. MSC derivatives that lack p53 (MSC-P, MSC-PK) feature abnormal nuclei, increased nucleoli and multinucleated, enlarged cells. MSC derivatives that express mutant *TP53R167H* and *KRASG12D* (MSC-PKC, MSC-PKCM) also show multinucleation, presence of micronuclei, and enlarged cell diameter (size bar: 20 µm). Porcine sarcoma-derived cells (poSARCO) feature enlarged atypical nuclei and increased nucleoli, as well as frequent micronuclei (bottom row, size bar: 10 µm).

**b,** Primary culture of osteosarcoma cells from *TP53* heterozygous knockout pig 47 and from *TP53* homozygous knockout pig 242 . Cellular morphology was assessed by immunofluorescence microscopy analysis of microtubules (anti-tubulin staining, green), actin cytoskeleton (TRITC-phalloidin staining, red), nuclear staining (DAPI, blue), combined with phase contrast images.

**Top row,** Morphology of interphase cells from *TP53* heterozygous knockout pig (animal ID:47) indicates prominent lamellipodia formation with strongly enriched F-actin at the leading edge. Nuclear atypia, with bi- and polynucleated cells and micronuclei (arrows), was frequently observed, even after short culture periods (48h). Aberrant mitotic figures with tripolar anaphase spindles are indicative of chromosomal instability. (Size bar: 20 µm).

**Bottom row**, Primary culture of osteosarcoma cells from *TP53* homozygous knockout pig (animal ID: 242) indicates aberrant nuclear morphologies and presence of micronuclei (arrows).

c, Nuclear atypia in primary osteosarcoma cells derived from *TP53* homozygous knockout pig 242. Of note, nuclear atypia was frequently observed (giant nuclei, multinucleated cells, micronuclei). Tumour cells showed signs of aberrant mitosis, presenting lagging chromosomes in anaphase (anaphase bridges, arrows) size bars: 20 µm.

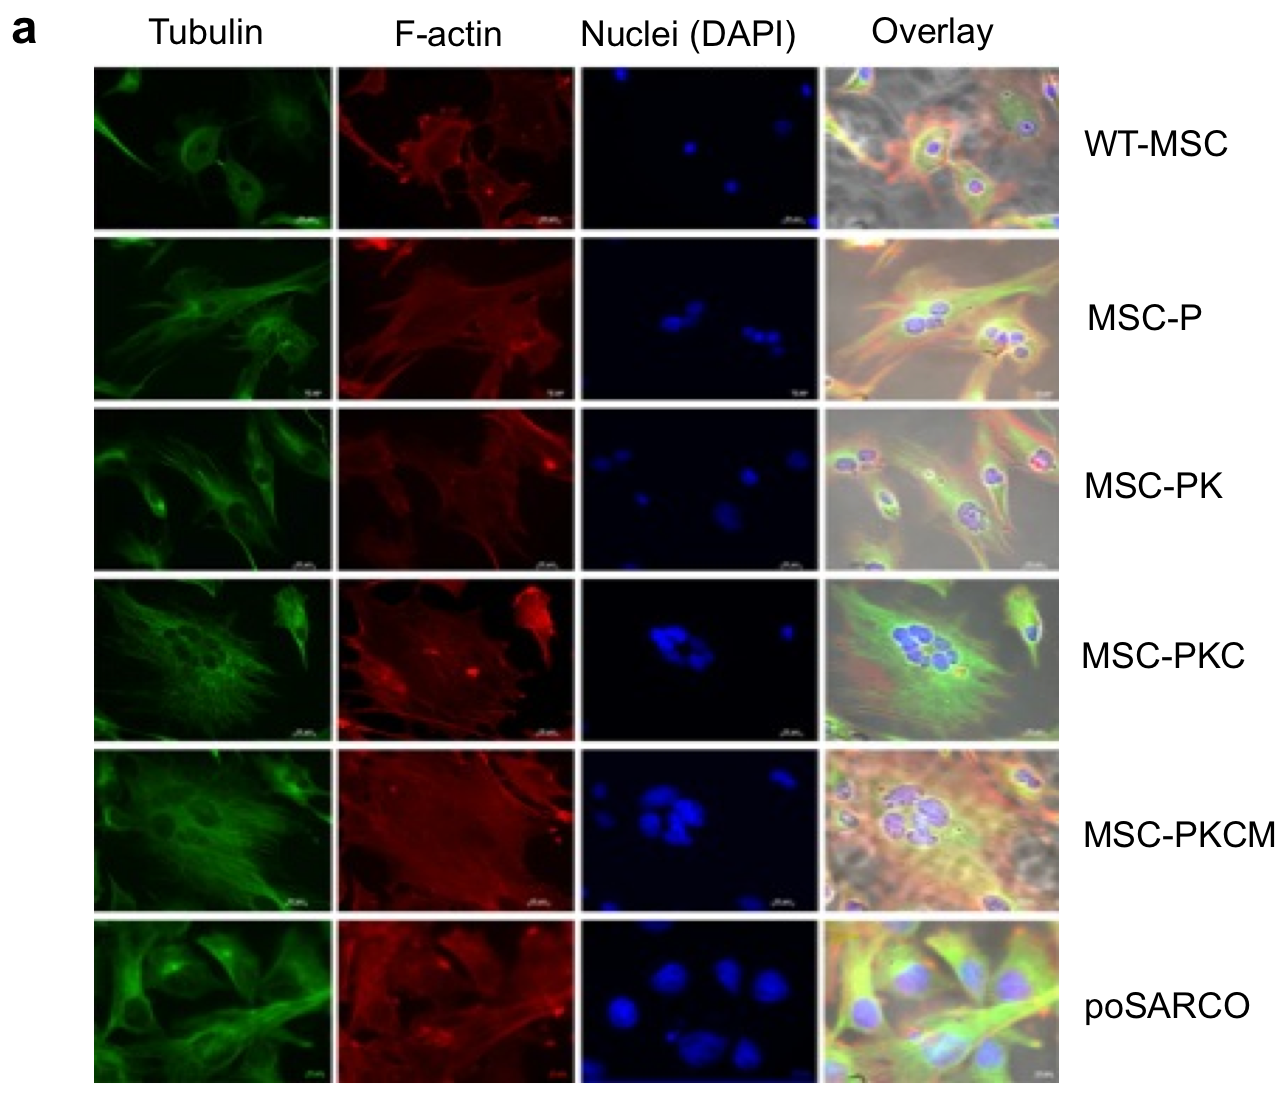

**
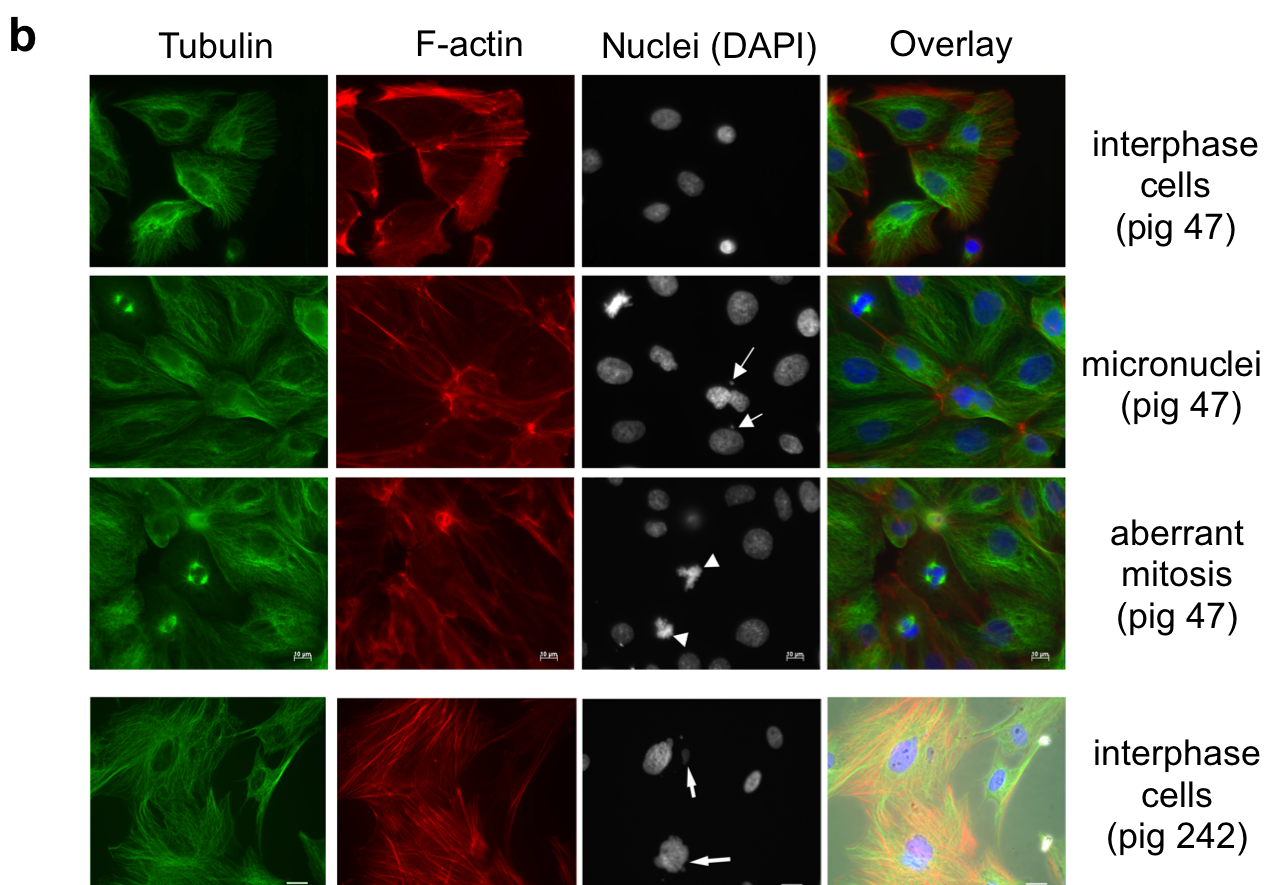
**

**
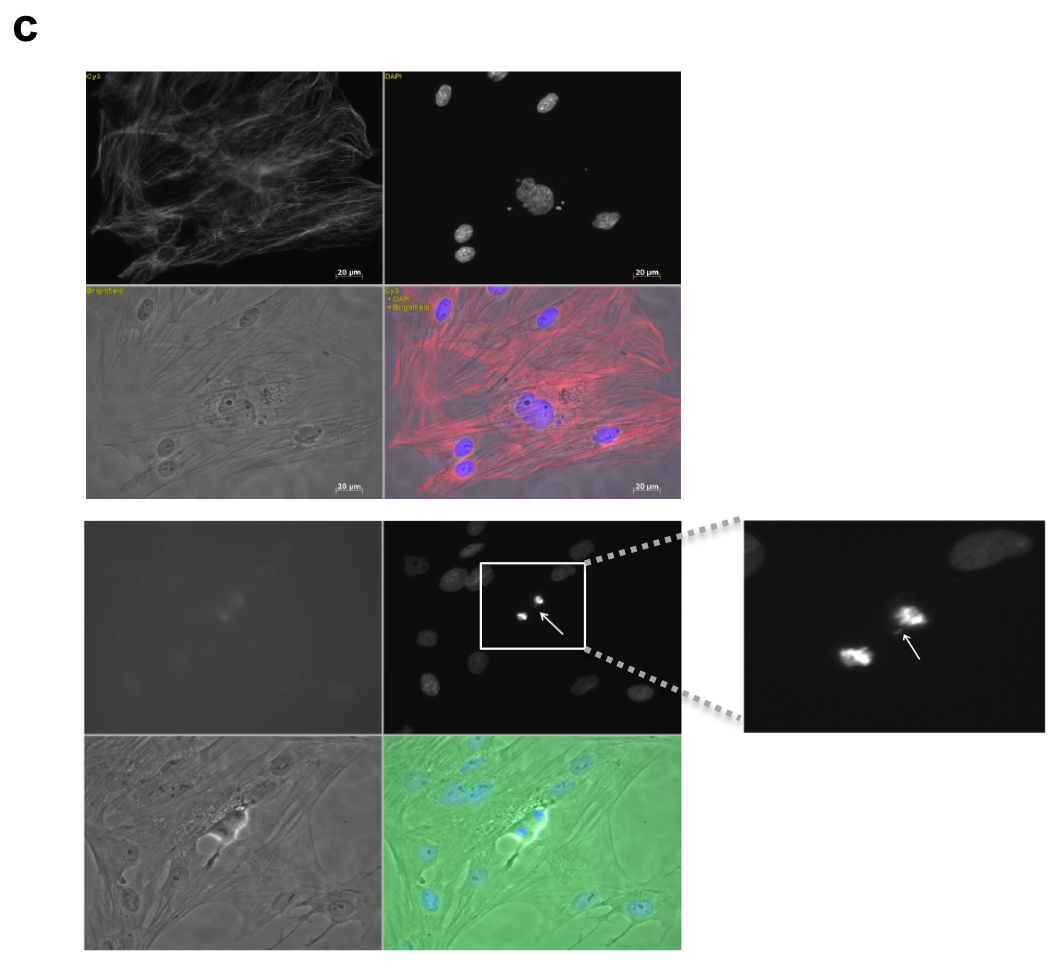
**

**Supplementary Tables**

**Supplementary Table 1. Gene expression profiling**

|  | **MSC-PK** | | **MSC-PKC** | | **MSC-PKCM** | | **poSARCO** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Cell transformation** | | | | | | | | |
| Gene | p-value | Fold-change | p-value | Fold-change | p-value | Fold-change | p-value | Fold-change |
| AURKA | 1.97E-15 | 1.05E+01 | 8.14E-14 | 7.94E+00 | 3.82E-15 | 9.53E+00 | 2.05E-15 | 7.62E+00 |
| AURKB | 5.51E-13 | 2.11E+01 | 5.99E-12 | 1.85E+01 | 6.12E-13 | 2.06E+01 | 3.14E-13 | 1.54E+01 |
| BUB1 | 7.92E-13 | 4.13E+01 | 1.92E-11 | 2.93E+01 | 2.25E-12 | 3.23E+01 | 5.80E-13 | 2.68E+01 |
| BUB1B | 1.01E-12 | 5.87E+01 | 3.67E-11 | 3.65E+01 | 4.42E-12 | 4.04E+01 | 8.59E-13 | 3.53E+01 |
| BUB3 | 6.34E-05 | 1.70E+00 | 2.32E-02 | 1.32E+00 | 9.68E-05 | 1.66E+00 | 4.78E-05 | 1.60E+00 |
| MAD1L1 | 3.31E-03 | -1.97E+00 | 6.38E-04 | -2.53E+00 | 5.62E-03 | -1.87E+00 | 3.46E-04 | -2.16E+00 |
| MAD2L1 | 1.05E-08 | 1.39E+01 | 6.62E-07 | 8.72E+00 | 4.29E-08 | 1.08E+01 | 3.64E-08 | 8.03E+00 |
| MAD2L2 | 2.80E-07 | 1.62E+00 | 1.17E-06 | 1.62E+00 | 5.81E-05 | 1.36E+00 | 2.96E-05 | 1.33E+00 |
| CDC20 | 9.23E-10 | 1.78E+01 | 5.47E-09 | 1.72E+01 | 1.30E-09 | 1.66E+01 | 6.39E-10 | 1.29E+01 |
| ESPL1 | 2.07E-14 | 1.87E+01 | 3.28E-14 | 2.40E+01 | 3.42E-15 | 2.67E+01 | 2.51E-15 | 1.82E+01 |
| PTTG1 | 1.95E-09 | 1.66E+01 | 1.02E-07 | 1.07E+01 | 1.15E-08 | 1.20E+01 | 2.42E-09 | 1.10E+01 |
| **Telomere maintenance** | | | | | | | | |
| TERT | 8.13E-01 | 1.03E+00 | 5.36E-01 | -1.10E+00 | 2.13E-02 | -1.40E+00 | 5.30E-02 | -1.27E+00 |
| FEN1 | 2.59E-10 | 1.43E+01 | 1.67E-09 | 1.38E+01 | 7.34E-11 | 1.81E+01 | 9.20E-11 | 1.18E+01 |
| FANCD2 | 6.53E-10 | 1.20E+01 | 1.57E-08 | 9.30E+00 | 3.91E-09 | 9.02E+00 | 3.90E-10 | 9.31E+00 |
| FANCA | 1.79E-03 | 1.94E+00 | 1.17E-04 | 2.73E+00 | 4.00E-05 | 2.71E+00 | 4.36E-06 | 2.84E+00 |
| RAD51 | 2.18E-12 | 5.87E+00 | 1.78E-10 | 4.39E+00 | 3.21E-12 | 5.61E+00 | 1.69E-12 | 4.75E+00 |
| RAD51D | 2.56E-03 | 1.27E+00 | 3.34E-04 | 1.41E+00 | 8.98E-07 | 1.68E+00 | 3.24E-06 | 1.50E+00 |
| RAD52 | 5.34E-01 | -1.06E+00 | 2.19E-01 | 1.15E+00 | 7.34E-01 | -1.03E+00 | 1.60E-03 | 1.38E+00 |
| RAD54B | 6.34E-08 | 7.59E+00 | 4.89E-06 | 5.05E+00 | 3.88E-08 | 8.18E+00 | 4.55E-08 | 6.04E+00 |
| BRCA2 | 2.39E-07 | 3.66E+00 | 8.44E-05 | 2.43E+00 | 1.71E-07 | 3.78E+00 | 2.29E-08 | 3.80E+00 |
| MRE11A | 7.71E-06 | 2.16E+00 | 1.02E-03 | 1.70E+00 | 1.88E-05 | 2.04E+00 | 2.76E-06 | 2.06E+00 |
| BLM | 6.55E-14 | 2.19E+01 | 7.81E-12 | 1.26E+01 | 3.27E-14 | 2.52E+01 | 1.36E-14 | 1.92E+01 |
| WRN | 3.02E-04 | 3.31E+00 | 5.53E-02 | 1.83E+00 | 3.27E-04 | 3.27E+00 | 1.40E-04 | 3.07E+00 |
| POT1 | 5.93E-03 | 2.19E+00 | 3.92E-01 | 1.28E+00 | 2.00E-02 | 1.89E+00 | 7.99E-03 | 1.91E+00 |
| TERF1 | 1.59E-03 | 2.43E+00 | 9.82E-01 | 1.01E+00 | 1.44E-01 | 1.43E+00 | 4.51E-02 | 1.55E+00 |
| TERF2 | 3.34E-05 | 1.18E+00 | 2.57E-02 | 1.08E+00 | 6.12E-06 | 1.21E+00 | 5.09E-07 | 1.22E+00 |
| **Cell cycle control** | | | | | | | | |
| RB1 | 4.63E-01 | 1.24E+00 | 9.82E-02 | -1.75E+00 | 8.88E-01 | 1.04E+00 | 8.55E-01 | -1.05E+00 |
| E2F3 | 1.03E-06 | 2.56E+00 | 3.41E-01 | 1.14E+00 | 1.67E-07 | 2.94E+00 | 7.69E-06 | 1.99E+00 |
| CDK1 | 2.15E-08 | 1.73E+01 | 9.00E-07 | 1.12E+01 | 2.55E-08 | 1.67E+01 | 7.90E-09 | 1.42E+01 |
| CDK2 | 6.24E-12 | 5.88E+00 | 7.09E-10 | 4.24E+00 | 6.54E-12 | 5.85E+00 | 2.25E-11 | 4.09E+00 |
| CDK4 | 6.16E-08 | 1.54E+00 | 3.04E-06 | 1.43E+00 | 2.00E-07 | 1.48E+00 | 1.00E-07 | 1.43E+00 |
| CDK6 | 1.49E-08 | 2.06E+00 | 8.09E-06 | 1.64E+00 | 2.83E-07 | 1.79E+00 | 2.04E-09 | 2.05E+00 |
| CCNA1 | 7.18E-01 | -1.05E+00 | 3.11E-02 | 1.43E+00 | 6.41E-01 | -1.07E+00 | 5.04E-01 | 1.08E+00 |
| CCNA2 | 2.52E-11 | 3.87E+01 | 6.82E-10 | 2.65E+01 | 4.15E-11 | 3.43E+01 | 1.81E-10 | 1.61E+01 |
| CCNB1 | 8.13E-10 | 5.27E+01 | 1.26E-08 | 3.90E+01 | 1.27E-09 | 4.68E+01 | 2.08E-10 | 4.32E+01 |
| CCNB2 | 7.30E-14 | 7.25E+01 | 1.87E-12 | 4.86E+01 | 2.64E-13 | 5.16E+01 | 8.03E-14 | 3.99E+01 |
| CCNB3 | 7.34E-16 | 4.13E+01 | 2.41E-14 | 2.80E+01 | 1.62E-15 | 3.44E+01 | 4.31E-16 | 2.80E+01 |
| CCND1 | 4.00E-06 | 1.98E+00 | 3.98E-05 | 1.87E+00 | 9.57E-05 | 1.67E+00 | 1.65E-04 | 1.52E+00 |
| CCND2 | 1.41E-02 | 1.26E+00 | 1.58E-01 | 1.15E+00 | 8.58E-05 | 1.54E+00 | 9.63E-02 | 1.14E+00 |
| CCND3 | 3.83E-01 | -1.22E+00 | 3.84E-01 | -1.25E+00 | 6.63E-01 | 1.10E+00 | 4.20E-01 | 1.17E+00 |
| CCNE1 | 8.63E-08 | 2.20E+00 | 3.23E-04 | 1.55E+00 | 9.36E-08 | 2.19E+00 | 3.08E-05 | 1.53E+00 |

**Supplementary Table 1 (cont)**

|  | **MSC-PK** | | **MSC-PKC** | | **MSC-PKCM** | | **poSARCO** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **p53 target genes** | | | | | | | | |
| Gene | p-value | Fold-change | p-value | Fold-change | p-value | Fold-change | p-value | Fold-change |
| TP53 | 2.82E-08 | -6.33E+00 | 1.10E-03 | 2.27E+00 | 2.31E-03 | 1.95E+00 | 1.62E-05 | 2.64E+00 |
| MDM2 | 4.92E-06 | -3.10E+00 | 2.11E-07 | -5.05E+00 | 3.08E-05 | -2.62E+00 | 1.84E-06 | -2.89E+00 |
| TP63 | 1.64E-01 | 1.52E+00 | 9.27E-02 | 1.77E+00 | 7.19E-01 | 1.11E+00 | 1.57E-02 | 1.95E+00 |
| CDKN1A | 5.17E-13 | -5.98E+00 | 4.03E-12 | -5.75E+00 | 3.93E-13 | -6.17E+00 | 5.14E-13 | -4.71E+00 |
| CDKN1B | 4.59E-01 | -1.12E+00 | 1.78E-01 | -1.27E+00 | 1.82E-02 | -1.49E+00 | 5.99E-02 | -1.31E+00 |
| GADD  45A | 4.57E-06 | -1.60E+00 | 3.49E-06 | -1.72E+00 | 8.05E-07 | -1.72E+00 | 1.33E-02 | -1.18E+00 |
| CCNG1 | 3.13E-07 | -2.28E+00 | 1.37E-06 | -2.27E+00 | 1.70E-08 | -2.77E+00 | 6.25E-06 | -1.75E+00 |
| **Apoptosis** | | | | | | | | |
| TP53 | 2.82E-08 | -6.33E+00 | 1.10E-03 | 2.27E+00 | 2.31E-03 | 1.95E+00 | 1.62E-05 | 2.64E+00 |
| BCL2 | 1.19E-03 | 1.79E+00 | 1.15E-02 | 1.60E+00 | 1.05E-02 | 1.54E+00 | 5.13E-04 | 1.74E+00 |
| BAX | 1.73E-04 | -2.48E+00 | 1.74E-03 | -2.19E+00 | 3.08E-05 | -2.92E+00 | 3.72E-06 | -3.04E+00 |
| NOXA1 | 1.61E-01 | 1.25E+00 | 7.52E-02 | 1.38E+00 | 3.74E-01 | 1.15E+00 | 5.09E-01 | -1.09E+00 |
| BBC3 | 3.99E-07 | -4.95E+00 | 2.43E-06 | -4.72E+00 | 6.07E-06 | -3.62E+00 | 7.76E-08 | -4.79E+00 |
| BID | 2.52E-06 | 1.74E+00 | 2.84E-03 | 1.36E+00 | 1.51E-07 | 1.99E+00 | 1.95E-03 | 1.28E+00 |
| CASP9 | 3.92E-01 | -1.19E+00 | 7.47E-01 | 1.08E+00 | 1.32E-01 | 1.37E+00 | 1.25E-01 | 1.32E+00 |
| CASP3 | 7.41E-03 | 1.67E+00 | 2.69E-01 | 1.24E+00 | 3.12E-02 | 1.49E+00 | 3.52E-01 | 1.15E+00 |
| CASP6 | 6.71E-01 | -1.07E+00 | 4.19E-02 | -1.51E+00 | 9.80E-01 | -1.00E+00 | 1.39E-01 | -1.25E+00 |
| CASP7 | 1.37E-01 | 1.38E+00 | 5.60E-01 | 1.15E+00 | 4.51E-01 | 1.17E+00 | 2.25E-01 | -1.25E+00 |
| FAS | 6.37E-07 | -1.06E+01 | 4.35E-07 | -1.52E+01 | 1.41E-07 | -1.41E+01 | 1.08E-06 | -7.13E+00 |
| FASLG | 5.96E-01 | -1.07E+00 | 1.12E-01 | 1.27E+00 | 8.91E-01 | 1.02E+00 | 6.20E-01 | 1.06E+00 |
| TNFRS  F10B | 1.66E-02 | -1.19E+00 | 7.27E-05 | -1.47E+00 | 9.55E-01 | -1.00E+00 | 8.44E-01 | -1.01E+00 |
| TNFSF10 | 5.44E-03 | -1.13E+01 | 6.71E-03 | -1.38E+01 | 4.81E-03 | -1.18E+01 | 9.32E-03 | -6.91E+00 |
| FADD | 2.23E-03 | 1.40E+00 | 2.06E-04 | 1.65E+00 | 1.18E-05 | 1.79E+00 | 1.80E-05 | 1.63E+00 |
| CASP3 | 7.41E-03 | 1.67E+00 | 2.69E-01 | 1.24E+00 | 3.12E-02 | 1.49E+00 | 3.52E-01 | 1.15E+00 |
| CASP8 | 1.87E-04 | 2.32E+00 | 3.27E-02 | 1.58E+00 | 2.33E-03 | 1.88E+00 | 1.02E-02 | 1.55E+00 |
| **Chromosomal instability** | | | | | | | | |
| AURKA | 1.97E-15 | 1.05E+01 | 8.14E-14 | 7.94E+00 | 3.82E-15 | 9.53E+00 | 2.05E-15 | 7.62E+00 |
| AURKB | 5.51E-13 | 2.11E+01 | 5.99E-12 | 1.85E+01 | 6.12E-13 | 2.06E+01 | 3.14E-13 | 1.54E+01 |
| BUB1 | 7.92E-13 | 4.13E+01 | 1.92E-11 | 2.93E+01 | 2.25E-12 | 3.23E+01 | 5.80E-13 | 2.68E+01 |
| BUB1B | 1.01E-12 | 5.87E+01 | 3.67E-11 | 3.65E+01 | 4.42E-12 | 4.04E+01 | 8.59E-13 | 3.53E+01 |
| BUB3 | 6.34E-05 | 1.70E+00 | 2.32E-02 | 1.32E+00 | 9.68E-05 | 1.66E+00 | 4.78E-05 | 1.60E+00 |
| MAD1L1 | 3.31E-03 | -1.97E+00 | 6.38E-04 | -2.53E+00 | 5.62E-03 | -1.87E+00 | 3.46E-04 | -2.16E+00 |
| MAD2L1 | 1.05E-08 | 1.39E+01 | 6.62E-07 | 8.72E+00 | 4.29E-08 | 1.08E+01 | 3.64E-08 | 8.03E+00 |
| MAD2L2 | 2.80E-07 | 1.62E+00 | 1.17E-06 | 1.62E+00 | 5.81E-05 | 1.36E+00 | 2.96E-05 | 1.33E+00 |
| CDC20 | 9.23E-10 | 1.78E+01 | 5.47E-09 | 1.72E+01 | 1.30E-09 | 1.66E+01 | 6.39E-10 | 1.29E+01 |
| ESPL1 | 2.07E-14 | 1.87E+01 | 3.28E-14 | 2.40E+01 | 3.42E-15 | 2.67E+01 | 2.51E-15 | 1.82E+01 |
| PTTG1 | 1.95E-09 | 1.66E+01 | 1.02E-07 | 1.07E+01 | 1.15E-08 | 1.20E+01 | 2.42E-09 | 1.10E+01 |

**Supplementary Table 2. PCR primers used and diagnostic fragments amplified**

| **Primer name** | **Sequence** | **Product size** |
| --- | --- | --- |
| KRAStarg­F | 5’ ACGCGGGGAATGAGGAAT 3’ | 3.4 kb |
| KRAStargR | 5’ GAAAGACCGCGAAGAGTTTG 3’ |
| KRAStarg­F | 5’ ACGCGGGGAATGAGGAAT 3’ | 3.3 kb |
| KRASInt1R | 5’ TGAGGAAAAGAACAGTGCAAA 3’ |
| KRAStargLAF | 5’ CCAGCCATCTGTTGTTTGCC 3’ | 10.8 kb |
| KRAStargLAR | 5’ GAAGAAGGGACTGGGGTGTG 3’ |
| MutF | 5’ GAGCAACGGCTACAATCA 3’ | 2.8 kb |
| MutR | 5’ TGAAAAAGGACTGCACAGGA 3’ |
| KRASEx1F | 5’ CATTTCGGACTGGGAGCTA 3’ | 536 bp |
| bsR | 5’ GGCAGCAATTCACGAATC 3’ |
| KRASInt1F | 5’ AAAGCGGTACTTGCCTTTAAT 3’ | LSL: 1.5 kp  loxP: 201 bp  WT: 167 bp |
| KRASInt1R | 5’ TGAGGAAAAGAACAGTGCAAA 3’ |
| TP53Int1F | 5’ TGAGGAATTTGTATGCCAAGG 3’ | LSL: 1.9 kb  loxP: 254 bp  WT: 198 bp |
| TP53Int1R | 5’ TTCCACCAGTGAATCCACAA 3’ |
| KRASEx1F | 5’ CATTTCGGACTGGGAGCTA 3’ | 492 bp |
| KRASEx4R | 5’ TCCTGAGCCTGTTTTGTGTC 3’ |
| TP53Ex1F | 5’ GCAGGTAGCTGCTGGTCTC 3’ | 1.3 kb |
| TP53Ex11R | 5' AGGGACTTCAAAAGGGGATG 3' |
| BS-p16F | 5’ GGGGAGTAGTATGGAATTTT 3’ | 266 bp |
| BS-p16R | 5’ CAAAAAAAAAACTCCAACTC 3’ |
| CNV-KRASF | 5’ AGAGGGCTTGATAGCGTTTG 3’ | 251 bp |
| CNV-KRASR | 5’ GCCTGCACAAGTCAATATGC 3’ |
| CNV-GAPDHF | 5’ TAGGTTTGGGTTGGAACAGC 3’ | 233 bp |
| CNV-GAPDHR | 5’ AACCCAGTCTTGGTCAGTGG 3’ |
| RT-p16F | 5’ AACGCACCGAACCGTTAC 3’ | 176 bp |
| RT-p16R | 5’ AGGACCACCAAAGTGTCC 3’ |
| RT-p14F | 5’ CGTGCTGTTGCTAGTGAGGA 3’ | 234 bp |
| RT-p14R | 5’ AGGCGTCTCGCACGTCTA 3’ |
| RT-MycF | 5’ CCTCGGACTCTGCTCTCCT 3’ | 369 bp |
| RT-MycR | 5’ ATTTTCGGTTGTTGCTGATCTGT 3 ’ |
| RT-GAPDHF | 5’ TTCCACGGCACAGTCAAGGC 3’ | 576 bp |
| RT-GAPDHR | 5’ GCAGGTCAGATCCACAACC 3’ |
| RT-TERTF | 5’ TGAACTTCCCTGTGGAGGAC 3’ | 387 bp |
| RT-TERTR | 5’ GGAGGAAAAATGAGGGGTTC 3’ |

How the deposited data were processed for this re-analysis (not part of the article)

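Transcript levels were measured by the authors on 21 one-colour NimbleGen arrays of 11 porcine cell cultures, and the re-analysis started from the processed values they deposited. The deposited values are on a log2 scale, 1 file per array. According to the methods and the labels, the authors corrected the background and quantile normalised the probes with NimbleScan 2.6, summarised them by RMA, averaged the probes of each probe set as log2, and tested differences in Partek 6.6 with thresholds of FDR 0.05 and 2-fold. The version of RMA is not given in the sources used here. No further normalisation was applied in the setting reported at the claims.

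Each file holds 24596 rows, of which 24499 are gene rows, 96 are external controls and 1 is a row of 16642 random probes. Of the gene rows, 24494 rest on 5 probes and 190 carry no symbol. There were 17074 symbols, 5083 of them with more than 1 row, and the row with the highest mean over all arrays stood for a symbol, which left 17264 genes for the tests. Symbols are those of the array design, and 14729 of them (86.3%) are found in the pig reference tables. The series matrix holds 24487 of these rows with the same values (largest difference 0). For arrays the depth is signal over background. The 95th percentile of the control rows ranged from 6.91 to 7.44 among arrays. Rows of 1075 olfactory receptors, which most cells do not express, had a median log2 signal of 7.11 and a 90th percentile of 8.53. Array medians ranged from 8.65 to 8.81.

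Pairs of arrays were checked for copies and for the grouping. Arrays of one culture on one slide correlated at 0.988 to 0.994 (9 pairs), arrays of one culture on different slides at 0.984 to 0.991 (6 pairs), different cultures of one group at 0.951 to 0.988 (33 pairs), and different groups at 0.868 to 0.981 (162 pairs). Between the slides the wild-type isolates differed by a median of -0.007 and a standard deviation of 0.249 over genes, and 35 genes differed by 2-fold or more, the same way in all 3 isolates.

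Arrays of one culture were averaged, which left 3 wild-type isolates, 3 MSC-PK clones, 3 MSC-PKC subclones, 1 MSC-PKCM pool and 1 poSARCO line. The 5 groups were fitted in limma 3.58.1 (R 4.3.3), with empirical Bayes moderation of the variance (6 residual and 3.1 prior degrees of freedom, median standard deviation 0.295), and p-values were adjusted by Benjamini-Hochberg over all 17264 genes. Each derivative was compared with WT-MSC, and each stage with the one before. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01 and again with the correlation estimated from the data, with adjustment over the lists. Of the lists, 6 are the study's own gene groups and the others were fixed for this work, and list counts are also given with p-values adjusted over the list alone. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

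The samples, comparisons, lists, alternatives and the rule for naming genes were fixed before the data were examined, except that the values in the paper's tables had been seen. Genes are named by 4 rules. The first takes every gene that the paper names in its microarray text, Figure 2a or Table S1. The second takes, for each comparison with WT-MSC, the 10 largest rises and the 10 largest falls among called genes for which every derivative culture lies on the same side of every wild-type isolate. The third takes 5 of each for the comparisons between stages. The fourth takes, for each list fixed for this work, up to 4 called members with the largest change in each direction. The rules named 205 genes in 805 pairs of a gene and a comparison.

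The alternatives tried were the 21 arrays as replicates, the arrays with culture as a random block (consensus correlation 0.607, or 0.659 with slide as a term), values within a slide, 1-way analysis of variance over the arrays, and the t-test that the methods name. The paper names that t-test in its general statistics and names no test for the arrays. It was run on culture means, or on single arrays wherever MSC-PKCM or poSARCO was compared. Others were a further quantile normalisation, centring of arrays on their medians, the series matrix, leaving out the dimmest 25% of genes, an intensity trend in the variance, the mean of all rows of a symbol, no 2-fold minimum, and leaving out each culture or array in turn. A setting within slides without MSC-PKC subclone 67/1.4 was added after seeing the data, because Table S1 rests on the other subclones, as was the list test with an estimated correlation without that subclone. Values within a slide could not be had for poSARCO against MSC-PKCM, which lie on different slides.

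The procedure was tested on simulated data with 200 changed genes among 17264 and 20 draws per comparison. Genes were drawn independently of each other, and far more were called in the real data, so the shares called need not hold there. For MSC-PKC 29.6% of 2-fold, 92.7% of 4-fold and 98.6% of 8-fold changes were called, and for MSC-PKCM 7.01%, 71.3% and 93.3%. False calls per draw were 5.35 for MSC-PK, 6.25 for MSC-PKC, 6.15 for MSC-PKCM and 6.6 for poSARCO. A simulated list with raised genes was called by camera (adjusted p = 1.75e-55), and 0 of 20 random lists were. No sample was left out, and every array was mapped to its group from the labels. RNA and protein assays other than the arrays, and all data on pigs and human samples in the paper, have no deposited files here and were not examined.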

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

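The tests of the 3 patterns weighed below (mitosis genes, subclone 67/1.4 and KRAS) were chosen after the result was seen, and the counts over other groupings of the cultures were set beforehand.

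Several genes stand out because derivative lines differ from each other in a direct test between stages. TP53 rose by a log2 difference of 3.77 from MSC-PK to MSC-PKC. From MSC-PKCM to poSARCO the genes that rose, with differences in measured log2 signal, were LAPTM5, a lysosomal membrane protein (5.92), SERPINB5, an epithelial serpin (5.38), STMN2, a neuronal tubulin-binding protein (5.23), and LAMA4, a laminin chain (4.46). Others were ALDH3A1, an aldehyde dehydrogenase (4.40), VCAM1, the adhesion receptor (4.18), FMOD, a collagen-binding proteoglycan (4.13), CPNE8, a calcium-dependent membrane-binding protein (3.83), and the protease inhibitor SERPINB9 (3.59). The convertase PCSK1 (2.94), the cytokine IL1A (2.26) and SERPINB2 (2.24) also rose, and GABRG3, a GABA receptor subunit, fell (-2.23). LAPTM5, SERPINB5, STMN2, LAMA4, VCAM1, CPNE8 and SERPINB2 were at background in MSC-PKCM, so their differences in signal are not sizes of a rise. Set against that background they rose by at least 35.1, 19.5, 26.6, 15.4, 13.3, 7.13 and 2.22-fold. A dimmer LAMA4 row, at a mean log2 signal of 8.8, did not show the rise. Against WT-MSC it gave -0.49 in MSC-PKCM and -0.66 in poSARCO. Of the 3 MSC-PKCM arrays, 2 were at background for PCSK1 and 1 for IL1A. MSC-PKCM and poSARCO lie on different slides, with wild-type arrays on both. Over 21 arrays with culture as a block, 45 genes rose and 6 fell in limma, and with a slide term added to that block 20 rose and none fell.

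Gene lists that the paper does not analyse also stand out, since their genes moved against WT-MSC or between stages. Genes of DNA replication had median log2 changes of 2.83 in MSC-PK, 2.70 in MSC-PKC, 3.32 in MSC-PKCM and 2.57 in poSARCO, and 0.43 from MSC-PKC to MSC-PKCM. Mitosis genes outside the study's list had medians of 4.63, 4.37, 4.22 and 4.04. Recombination genes had medians of 1.16 in MSC-PK, 0.94 in MSC-PKC (adjusted p = 0.0507 with an estimated correlation), 1.15 in MSC-PKCM and 1.24 in poSARCO. Genes of ribosome synthesis that MYC activates had 0.96, 0.84, 1.32 and 0.86 against WT-MSC, and 0.60 from MSC-PKC to MSC-PKCM. The pool carries the label of 67/1.1, and over 67/1.1 and 67/1.3 this last step had medians of 0.34 for replication and 0.46 for ribosome synthesis (adjusted p = 0.0665 for both with an estimated correlation, a setting chosen after seeing the data).

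The real grouping of the cultures was set against other groupings of the same cultures. For all derivatives against WT-MSC, 1 of 100 groupings drawn (from 165) gave as many genes, the real one with 2289, and the highest of the others gave 56. The large count thus belonged to the split of derivatives from isolates. The derivatives descend from 1 MSC-P clone and are not independent, and every other grouping mixed them with isolates. These counts therefore cannot exclude a chance difference between that clone and the isolates. Comparisons of 3 cultures with 3 have only 10 groupings, too few for a share under 0.05. There, MSC-PK against WT-MSC gave 2309 genes (1 of 10 groupings as large) and the highest other 0, MSC-PKC against WT-MSC 1794 (1 of 10) and 0. MSC-PKC against MSC-PK gave 1 gene, reached by 2 of 10 groupings, and the highest other gave 887. That grouping sets clones 39 and 82 with subclone 67/1.4 against clone 67 with subclones 67/1.1 and 67/1.3, and a count this far above the real one points to a structure of the samples.

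The 8 spindle and anaphase genes of the paper's CIN group rose in every derivative. The slide does not account for this, since the lowest median of the 11 genes was 3.46 within slides. After a further quantile normalisation or centring the lowest median was 3.17. The deposited values were already quantile normalised, so this step could change little and cannot test the authors' normalisation. A larger share of dividing cells in the derivative cultures may account for the rise. It predicts that other mitosis genes rise as much, and the CIN median of 3.95 lay -0.39 from the median of 33 other mitosis genes, 4.34 (permutation p = 0.69, 100000 permutations). An effect of the modified genotype beyond faster division was not tested and stays open.

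Subclone 67/1.4 differed from 67/1.1 and 67/1.3 partly as clones 39 and 82 differ from clone 67 (r = 0.40 over 17264 genes). An array of an uninduced MSC-PK culture under the wrong label is argued against by TP53, which in 67/1.4 lay 3.31 on the log2 scale above the highest MSC-PK clone. A gene length bias is argued against by a correlation of 0.42 after the trend with length was removed, from 0.44 before (14113 genes). The contrast also correlated with the deviation of wild-type isolate 3 from the other isolates (0.56, the largest in size among the isolates). The values for isolates 1 and 2 (-0.28 and -0.32) are tied to it, since each deviation is taken from the other isolates. The difference of 67/1.4 may be a state that unmodified cultures also take. That is a hypothesis, GC content could not be tested, and a difference in the making of the subclones stays open.

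KRAS was highest in poSARCO. Whether a difference between slides accounts for the rank stays open. The wild-type isolates read 0.40 higher on the slide of poSARCO (standard error 0.21, isolates 1 to 3 at 0.81, 0.13 and 0.27). Removing that leaves poSARCO at -0.15 from subclone 67/1.4, and at 0.05 when isolate 1 is left out, so 3 isolates are too few to decide. A gain of the KRAS region, for which the paper reports a higher copy number by Q-PCR, may contribute. The 4 nearest measured genes had a median difference of 0.64 from MSC-PKCM, at percentile 99.3 of 14030 windows, though none was called (BHLHE41 0.65, RASSF8 0.10, LRMP 3.37, BCAT1 0.63). Spread between cultures may account for the rank too, because poSARCO lay 0.25 above subclone 67/1.4 as measured. The standard deviation between cultures of a group, that subclone included, was 0.81. These points concern the rank. Against the wild-type isolates on its own slide poSARCO lay 1.73 higher, although its difference from WT-MSC did not pass limma's test.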

How the results depend on the processing

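The setting within slides without subclone 67/1.4, and the estimated correlation without that subclone, were chosen after seeing the data, and every other setting here was planned. Signal over background limits what can be said of dim genes, and 1 culture each of MSC-PKCM and poSARCO, whose spread is borrowed from the other groups, limits every call in those lines. Of 456 called pairs of a named gene and a comparison, the 21 arrays as replicates lost 0 and gained 22, culture as a random block over those arrays lost 1 and gained 18, a slide term added to that block lost 13 and gained 15, the mean of all rows lost 29 and gained 1, the methods' t-test lost 85 and gained 19, and values within slides lost 47 and gained 2 (of 448 that could be computed). Leaving out 1 culture lost from 10 (without subclone 67/1.4) to 72 (without wild-type isolate 1), and no called change reversed its direction. Where a value below moved, the cause was not tested, except that arrays of 1 culture are not independent replicates.

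With the 21 arrays as replicates, 3173 genes were called in MSC-PKCM, 2411 in poSARCO and 1460 in all 4 comparisons, 11 from MSC-PK to MSC-PKC, 156 from there to MSC-PKCM and 397 from there to poSARCO, and KRAS (log2 1.86, limma adjusted p = 0.0021) and TP53 (1.41) were called in poSARCO. With culture as a random block these counts were 2724, 1942, 1297, 2, 17 and 51, TP53 (1.41) was called in poSARCO, and 15 gene lists passed in poSARCO. Over 1-way analysis of variance they were 3138, 2356, 1436, 7, 136 and 362, with KRAS (1.86) and TP53 (1.41) called in poSARCO. With a slide term and the block, 1821 genes were called in poSARCO, 20 from MSC-PKCM to poSARCO, and TP53 in poSARCO (1.40). Within slides 592 were called in poSARCO and 469 in all 4 comparisons, and MYC in poSARCO was not (1.01). The added setting gave 592, 477 and 1.01.

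By the methods' t-test after adjustment, 1106 genes were called in MSC-PK, 882 in MSC-PKC, 3036 in MSC-PKCM and 2249 in poSARCO (2291, 1834, 3147 and 2403 at an unadjusted p under 0.05 and 2-fold). This t-test took culture means for MSC-PK and MSC-PKC, but single arrays wherever MSC-PKCM or poSARCO was compared. Arrays of 1 culture are not independent, so its counts for those lines cannot be set beside the others. Between stages it called 0 (38 unadjusted, where limma called 1 and had 89 unadjusted), 2 (227 unadjusted) and 503. It called KRAS in poSARCO against WT-MSC (1.86) and MSC-PKCM (1.26) and TP53 in poSARCO (1.41). It did not call TP53 in MSC-PKC against WT-MSC (1.08) or MSC-PK (3.77). Without the dimmest 25% of genes 5 genes were called from MSC-PKCM to poSARCO and 2 lists from MSC-PKC to MSC-PKCM. With an intensity trend 2 genes were called from MSC-PK to MSC-PKC, 1 from there to MSC-PKCM, and TP53 in poSARCO (1.41). Centring ended the call of MYC in poSARCO (0.99), the mean of all rows that of TP53 in MSC-PKC (0.93), and no 2-fold minimum brought MYC in MSC-PKCM (0.80). With an estimated correlation the lists that passed numbered 8 of 15 in MSC-PK, 4 of 16 in MSC-PKC and 7 of 14 in MSC-PKCM, and 0 of 13, 2 of 4 and 0 of 11 between stages. Over 67/1.1 and 67/1.3 neither of those 2 lists passed with it.

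Leaving out 1 culture or array at a time gave ranges. Genes called against WT-MSC ran from 1756 to 2737 in MSC-PK, 1359 to 1942 in MSC-PKC, 1190 to 1956 in MSC-PKCM and 724 to 1217 in poSARCO, 1908 to 2268 over all derivatives and 600 to 910 in all 4 comparisons. From MSC-PK to MSC-PKC the range was 0 (without 67/1.1 or 67/1.3) to 11 (without clone 67), from there to MSC-PKCM 0 to 1 (without clone 39), and from there to poSARCO 4 (without 67/1.1 or clone 82) to 13. Lists ran from 13 to 16, 12 to 17, 12 to 14 and 9 to 11 against WT-MSC, and 6 (without 67/1.4) to 13, 2 to 5 and 11 to 13 between stages. KRAS in poSARCO ran from 1.39 to 2.13 against WT-MSC and 1.03 to 1.40 against MSC-PKCM, MYC in poSARCO from 0.97 to 1.12, and TP53 from 0.93 to 1.35 in MSC-PKC, 1.26 to 1.68 in poSARCO and 3.52 to 3.91 from MSC-PK to MSC-PKC. For these counts and genes, settings not mentioned kept the same side of the threshold or stayed within 1.5 times the count.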

Differences from the paper's values

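Values here are signed folds against WT-MSC, as in Supplementary Table S1, where a negative sign marks a lower value. The setting within slides without subclone 67/1.4 and the choice of a gene's row by its nearness to the table were made after seeing the values, and the other settings were among the alternatives set before the data were examined. Most of the 63 genes in the 4 derivatives differed from the table by less than the spread of the replicates, and those that differed by more follow. A gap is called closed where the values came within that spread, even if they still differed or only the spread widened. An alternative not named for a value still left it apart from the paper's. With wild-type arrays of the same slide, the row nearest the table and subclones 67/1.1 and 67/1.3 for MSC-PKC, all 63 genes matched within 0.02 (log2) in each derivative. A slide term was fitted over the 21 arrays together with culture as a random block.

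For MAD1L1, a spindle checkpoint gene, the paper gives -1.97 in MSC-PK, -2.53 in MSC-PKC, -1.87 in MSC-PKCM and -2.16 in poSARCO, against 1.32, 1.99, 2.73 and 1.67 here, and no alternative set before the data were examined closed the gap. For TP63, a p53 relative, the paper gives 1.52 in MSC-PK, 1.77 in MSC-PKC and 1.95 in poSARCO, against -1.04, 1.14 and -1.13 here, and no alternative set before the data were examined closed the gap. For the death receptor TNFRSF10B the paper gives -1.19, -1.47, -1 and -1.01 in the order of the stages, against -1.45, -1.73, -1.62 and -1.29 here. Its MSC-PK value fell within the paper's within slides (-1.35), with the mean of all rows (-1.26) and without wild-type isolate 1 (-1.37). Its MSC-PKC value did so within slides and with a slide term (both -1.61), with the mean of all rows (-1.46), and without wild-type isolate 1 (-1.63) or subclone 67/1.4 (-1.66). For poSARCO only the mean of all rows did (-1.12), and for MSC-PKCM none. For BCL2, an inhibitor of apoptosis, in MSC-PK the paper gives 1.79 against 1.42 here, and the mean of all rows (1.64), leaving out wild-type isolate 2 (1.54) and culture as a random block (1.42, with a wider spread) closed the gap. All these genes have another row on the array. Taking the row nearest the paper, within slides and over 67/1.1 and 67/1.3, chosen after seeing the values, gave -1.97, -2.53, -1.87 and -2.16 for MAD1L1, 1.52, 1.77 and 1.95 for TP63, -1.19, -1.47, -1 and -1.01 for TNFRSF10B, and 1.79 for BCL2. In each derivative 8 of the 63 genes were nearest by a row other than the brightest, and no test was run on those rows, so how many of the paper's called items that choice drops is not known.

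For the securin gene PTTG1 the paper gives 16.6 in MSC-PK, 10.7 in MSC-PKC and 12 in MSC-PKCM, against 23.5, 16.5 and 16.9 here. Values within slides and with a slide term closed all 3 gaps (16.6, 11.7 and 12.0), as did culture as a random block, where the values stayed and the spread widened. For MSC-PKCM the analysis of variance and the methods' t-test also did. For MAD2L1 in MSC-PKC the paper gives 8.72 against 12.7 here, and a slide term and values within slides (both 10.3) and leaving out wild-type isolate 1 (11.5) or 2 (11.2) or subclone 67/1.4 (10.8) closed the gap. For cyclin B3 (CCNB3) in MSC-PKC the paper gives 28 against 36.7, closed by a slide term, values within slides and leaving out 67/1.4 (32.0 in each) or wild-type isolate 1 (35.6). For CDK4 in MSC-PKC the paper gives 1.43 against 1.66, closed by a slide term and values within slides (both 1.49) and leaving out wild-type isolate 2 (1.58) or 67/1.4 (1.59). For CDKN1B in MSC-PKC the paper gives -1.27 against 1.02. The gap closed within slides, after a further quantile normalisation and after centring (-1.01 in each), and without wild-type isolate 1 (-1.04), isolate 2 (-1.08) or 67/1.4 (-1.24).

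For RAD52, a recombination mediator, the paper gives -1.06 in MSC-PK and -1.03 in MSC-PKCM, against 1.09 and 1.12 here, and only a slide term and values within slides closed the gaps (-1.06 and -1.03). For cyclin A1 (CCNA1) the paper gives -1.05 in MSC-PK and -1.07 in MSC-PKCM, against 1.02 and 1 here. In both lines a slide term and values within slides (-1.05 and -1.07), quantile normalisation (-1 and -1.01), centring (-1 and -1.02) and the mean of all rows (-1.08 in both) closed the gap. Leaving out clone 82 did so in MSC-PK (-1.04), and leaving out wild-type isolate 1 (-1.01) or MSC-PKCM array 1 (-1.07) or 2 (-1.02) in MSC-PKCM. The setting within slides without 67/1.4, chosen after seeing the values, reached the paper's value for MAD2L1 (8.72), PTTG1 (10.7 in MSC-PKC), CCNB3 (28.0), CDK4 (1.43), CDKN1B (-1.27), RAD52 and CCNA1, and closed the gaps of TNFRSF10B in MSC-PK (-1.35) and MSC-PKC (-1.54). It drops 2 of the paper's 36 items past its thresholds in MSC-PK, 1 of 30 in MSC-PKC, 5 of 32 in MSC-PKCM and 12 of 32 in poSARCO.

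Table S1 heads its p column only as p-value, without saying whether it is adjusted, and its counts below take that p as printed at 0.05 with 2-fold. The adjusted p used here is thus not known to be the same threshold. On that basis, 35 of the 63 genes were called here in MSC-PK (34 of the paper's 36), 27 in MSC-PKC (27 of 30), 27 in MSC-PKCM (27 of 32) and 24 in poSARCO (24 of 32). FANCA in MSC-PK was called here and lies under 2-fold in the table. Of the items past the thresholds in the table alone, MAD1L1 in MSC-PKC and poSARCO was called under no setting in the paper's direction. The 21 arrays as replicates, culture as a random block, a slide term, the analysis of variance and the methods' t-test each called MRE11A and WRN in MSC-PKCM and poSARCO, MDM2 in both (also without clone 67), and FANCA in poSARCO (also without 67/1.4). They also called TP53 in poSARCO (also with an intensity trend, without wild-type isolate 2 or clone 67), FAS in MSC-PKCM and poSARCO, and TNFSF10 in MSC-PKCM (also without wild-type isolate 2). FAS in MSC-PKCM was also called after quantile normalisation or centring, without the dimmest 25% of genes, with an intensity trend, without clone 39 or 67, subclone 67/1.1 or 67/1.4, or array 1 or 3 of the pool, and in the added setting. FAS in poSARCO was also called within slides and in the added setting. TNFSF10 in poSARCO was called with the 21 arrays, the block and the analysis of variance and without wild-type isolate 2. TERF1 in MSC-PK was called with the 21 arrays, the block, a slide term, the analysis of variance, without the dimmest 25% of genes, with an intensity trend, and without clone 67 or 67/1.4. POT1 in MSC-PK was called only in the added setting, chosen after seeing the values. CCNG1 in MSC-PKC was called with no 2-fold minimum, without 67/1.4 and in the added setting. BAX in MSC-PKC was called with a slide term, within slides, with no 2-fold minimum, without wild-type isolate 2 and in the added setting.

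Some statements of direction also differ. The paper describes TP53 as not expressed in MSC-PK, and its signal here fell but stayed above the background of the arrays (10.35 against at most 7.44). The paper describes KRAS as rising at each stage, and none of its differences passed here, with log2 signals of 9.70 in MSC-PK, 9.33 in MSC-PKC over 67/1.1 and 67/1.3 (9.83 over 3 subclones) and 9.82 in MSC-PKCM, although it was highest in poSARCO (11.07). The key of Figure 2a is labelled log2, but the values in Table S1 that the figure shows match the deposited data as linear folds.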

Other observations

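No test in this part was added after the result was seen. Genes outside those the paper discusses changed as strongly as those it names. The cartilage matrix protein MATN4 was 69.8-fold lower in MSC-PK than in WT-MSC (n = 3 cultures each, limma adjusted p = 1.4e-06), 57.9-fold in MSC-PKC over 67/1.1 and 67/1.3 and 64.0-fold over 3 subclones, 61.2-fold in MSC-PKCM and 50.4-fold in poSARCO. The ferritin receptor SCARA5 was 82.7-fold lower in MSC-PK and at least 63.1-fold in MSC-PKCM, and the chemokine CXCL12, which MSCs secrete, 24.0-fold in MSC-PK and 42.5-fold in poSARCO. SFRP2, a secreted modulator of Wnt signals, fell 12.5-fold and 29.4-fold. In poSARCO the thioredoxin inhibitor TXNIP was 63.0-fold lower and the DNA repair enzyme MGMT 49.8-fold. Among the rises in MSC-PK were the formin DIAPH3 (69.9-fold), the mitotic kinase PBK (60.7-fold) and the hyaluronan synthase HAS2 (48.9-fold). The neuropeptide gene CALCB was 137-fold higher in MSC-PKC over 2 subclones and 94.7-fold over 3, and the kinetochore gene KNTC1 at least 30.6-fold higher in poSARCO. The dimmer rows of CALCB gave log2 fold changes of only 1.45, 0.04 and 0.24 in MSC-PKC over 3 subclones. Osteopontin (SPP1), a bone matrix protein, was 15.3-fold higher in MSC-PK and 18.8-fold in poSARCO, the prostaglandin synthase PTGS2 9.83-fold and 12.3-fold, and the hyaluronan receptor CD44 3.19-fold and 3.02-fold. Within the slide the poSARCO calls of SPP1 (limma adjusted p = 0.093) and CD44 (0.058) were lost.

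Some genes of MSC identity and differentiation were called. Of 11 adipogenic genes, 4 were lower in each derivative and 1, the lipid droplet protein PLIN2 (3.67-fold in MSC-PK), was higher in all but poSARCO. The regulator CEBPA was 13.0-fold lower in MSC-PK and 20.5-fold in poSARCO, the lipase LPL 7.66-fold and 9.34-fold, and the adipokine CFD 11.5-fold and 6.01-fold, and within the slide CEBPA (limma adjusted p = 0.068) and LPL (0.12) were lost in poSARCO. Adjusted over the list alone, 6, 5, 4 and 4 were lower. The list was lower by camera in each derivative (adjusted p from 3.49e-05 to 0.00195), but not with an estimated correlation (adjusted p from 0.181 to 0.24). Of 13 MSC surface markers, the TGF-beta coreceptor ENG was 3.46-fold lower in MSC-PK and 5.87-fold in poSARCO, and the ectonucleotidase NT5E (7.56-fold) and the growth factor receptor PDGFRA (5.33-fold) were lower in MSC-PK. This list had 2 higher and 4 lower in MSC-PK and in MSC-PKC over either set of subclones, 1 and 4 in MSC-PKCM and 1 and 3 in poSARCO (lower adjusted over the list alone, 4, 4, 5 and 4). It passed camera in MSC-PK, MSC-PKC and MSC-PKCM (adjusted p = 0.0054, 0.0127 and 0.00555), and with an estimated correlation the adjusted p was 0.176, 0.18 and 0.188. Of 11 chondrogenic genes 3 were lower in MSC-PK, 3 in MSC-PKC over 2 subclones and 4 over 3, 1 in MSC-PKCM and 1 in poSARCO, with 1 higher in poSARCO (lower adjusted over the list alone, 4, 4, 3 and 3). They passed camera in the first 3 lines (adjusted p = 0.029, 0.0209 and 0.0284), and with an estimated correlation the adjusted p was 0.15, 0.172 and 0.136.

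Some genes of the interferon response were lower in the lines before xenografting. Of 20, 4 were lower in MSC-PK, 6 in MSC-PKC over 2 subclones and 4 over 3, 5 in MSC-PKCM and 0 in poSARCO by limma, with none higher, and adjusted over the list alone 4, 5, 5 and 0. The antiviral GTPase MX1 was 3.31-fold lower in MSC-PK. The list passed camera in the first 3 lines (adjusted p = 0.0109, 0.0352 and 0.00511, and adjusted p = 0.181, 0.25 and 0.188 with an estimated correlation). From MSC-PKCM to poSARCO it was higher, with a median log2 difference of 0.46 (adjusted p = 1.1e-07, and adjusted p = 0.0907 with an estimated correlation), and DNA replication genes and MYC targets of ribosome synthesis were lower (-0.47 and -0.43, adjusted p = 0.0765 and 0.0907 with an estimated correlation).

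Other lists had few calls. The counts that follow are higher and lower genes in MSC-PK, MSC-PKC over 2 subclones, MSC-PKC over 3, MSC-PKCM and poSARCO. Of 13 osteogenic genes they were 1 and 1, 1 and 0, 1 and 1, 1 and 0, and 1 and 0, with SPP1 the one that rose. For 13 contractile genes they were 1 and 2, 1 and 5, 1 and 4, 1 and 1, and 1 and 0, and the smooth muscle coactivator MYOCD was 7.31-fold higher in MSC-PK. Of 15 cytokines and chemokines they were 3 and 2, 2 and 2, 2 and 2, 3 and 2, and 4 and 1, with IL6 3.55-fold lower in MSC-PK. For 20 fibrillar collagens and matrix genes, 3, 4, 3, 1 and 1 were lower and none higher. Of 16 matrix proteases and inhibitors they were 2 and 2, 1 and 3, 0 and 2, 3 and 2, and 2 and 2. For 19 targets of Wnt, BMP and TGF-beta they were 2 and 4, 1 and 3, 1 and 3, 0 and 4, and 1 and 2. Of 19 genes of hypoxia and glycolysis they were 1 and 2, 1 and 3, 1 and 2, 0 and 1, and 1 and 0. For 14 genes of cholesterol synthesis 1, 2, 0, 0 and 0 were lower and none higher, and of 9 genes of antigen presentation 0, 1, 1, 0 and 0 were lower. By limma's camera these lists passed in no comparison with WT-MSC, except in MSC-PKC the collagens (adjusted p = 0.0238, and adjusted p = 0.365 with an estimated correlation) and the proteases (adjusted p = 0.0202, and adjusted p = 0.0545 with an estimated correlation).

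Adjusted over the list alone, higher and lower counts in MSC-PK, MSC-PKC over 3 subclones, MSC-PKCM and poSARCO were 1 and 1, 1 and 1, 1 and 1, and 1 and 0 for osteogenic genes. They were 2 and 2, 1 and 4, 1 and 3, and 1 and 1 for contractile genes, and 3 and 2, 2 and 2, 3 and 3, and 4 and 1 for cytokines. Lower collagens numbered 3, 4, 1 and 2. Proteases had 2 and 4, 0 and 4, 3 and 2, and 3 and 3, the Wnt, BMP and TGF-beta list 2 and 4, 2 and 3, 2 and 4, and 1 and 3, and hypoxia 1 and 2, 1 and 2, 0 and 1, and 2 and 0. For cholesterol and antigen presentation the counts did not change over 3 subclones. Markers of other cell types were few among the calls. Of 9 endothelial genes 1 was lower in MSC-PK and in MSC-PKC over 3 subclones, and of 9 epithelial genes limma called 0 in every derivative, also over the list alone. Of 10 leukocyte and macrophage genes CD14 was lower in MSC-PKC, MSC-PKCM and poSARCO (3.84-fold in the last) and LAPTM5 higher in poSARCO (at least 36.9-fold against WT-MSC). Of 9 skeletal muscle genes 1 was higher in MSC-PKC. Over the list alone 1 endothelial gene was lower in MSC-PKC, 1 leukocyte gene was also higher in MSC-PKC, and the rest of these counts stayed, but for 0 endothelial genes in MSC-PK. These 4 lists passed camera in no derivative. Of 11 housekeeping genes 2 were higher in MSC-PK, 1 in MSC-PKC over 2 subclones and 2 over 3, 2 in MSC-PKCM and 1 in poSARCO, among them HPRT1 (3.96-fold in MSC-PK) and PPIA (2.54-fold), and the same over the list alone. The list's median log2 change was 0.09 in MSC-PKC, 0.12 in MSC-PKCM and 0.34 in poSARCO.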
